# Characterization of a P-Rex1 gene signature in breast cancer cells

**DOI:** 10.18632/oncotarget.10285

**Published:** 2016-06-24

**Authors:** Laura Barrio-Real, Eva Wertheimer, Rachana Garg, Martin C. Abba, Marcelo G. Kazanietz

**Keywords:** P-Rex1, Rac1, heregulin, MMP10, breast cancer

## Abstract

The Rac nucleotide Exchange Factor (Rac-GEF) P-Rex1 is highly expressed in breast cancer, specifically in the luminal subtype, and is an essential mediator of actin cytoskeleton reorganization and cell migratory responses induced by stimulation of ErbB and other tyrosine-kinase receptors. Heregulin (HRG), a growth factor highly expressed in mammary tumors, causes the activation of P-Rex1 and Rac1 in breast cancer cells via ErbB3, leading to a motile response. Since there is limited information about P-Rex1 downstream effectors, we carried out a microarray analysis to identify genes regulated by this Rac-GEF after stimulation of ErbB3 with HRG. In T-47D breast cancer cells, HRG treatment caused major changes in gene expression, including genes associated with motility, adhesion, invasiveness and metastasis. Silencing P-Rex1 expression from T-47D cells using RNAi altered the induction and repression of a subset of HRG-regulated genes, among them genes associated with extracellular matrix organization, migration, and chemotaxis. HRG induction of MMP10 (matrix metalloproteinase 10) was found to be highly sensitive both to P-Rex1 depletion and inhibition of Rac1 function by the GTPase Activating Protein (GAP) β2-chimaerin, suggesting the dependence of the P-Rex1/Rac1 pathway for the induction of genes critical for breast cancer invasiveness. Notably, there is a significant association in the expression of P-Rex1 and MMP10 in human luminal breast cancer, and their co-expression is indicative of poor prognosis.

## INTRODUCTION

Rho GTPases represent a key family within the superfamily of Ras-related small G-proteins that plays fundamental roles in biology and disease. Among the members of this family, Rac GTPases (Rac1, 2, and 3) have been widely implicated in numerous cellular functions, including the regulation of actin cytoskeleton dynamics, cell motility, and the progression through the cell cycle. Rac GTPases cycle between a GDP-bound inactive state and a GTP-bound active state that is responsible for activation of effectors. Rac activity is tightly regulated by guanine nucleotide exchange factors (Rac-GEFs), which activate Rac by promoting the exchange of GDP by GTP, and GTPase-activating proteins (GAPs) that accelerate Rac intrinsic GTPase activity, leading to its inactivation [1–3]. Dysregulation of the Rac pathway is a common event in human cancer and has been largely associated with metastasis in a number of cancer types. Although gain-of-function mutations in Rac and a constitutively active splice variant (Rac 1b) have been found in a number of cancer types [4–7], hyperactivation of Rac is for the most part associated with aberrant overexpression or hyperactivation of Rac-GEFs [8–11]. Functionally, Rac hyperactive status leads to enhanced activation of downstream effectors such as Pak1 and the consequent elevated migratory and invasive capacity of cancer cells, ultimately favoring metastatic dissemination [11–14].

In a previous study we identified P-Rex1 as a key Rac-GEF implicated in actin cytoskeleton reorganization and motility of breast cancer cells [15]. P-Rex1, which was originally discovered in neutrophils, is dually activated by the PI3K product PIP3 and Gbγ subunits upon stimulation of tyrosine-kinase and G-protein-coupled receptors [16–18]. Silencing the expression of P-Rex1 from breast cancer cells largely impairs the elevation in Rac-GTP levels in response to growth factors such as EGF (ErbB1/EGFR ligand) and heregulin/neuregulin-1 (HRG, ErbB3/ErbB4 ligand), drastically affecting the motile capacity of these cells [15, 19]. Interestingly, P-Rex1 is highly overexpressed in breast cancer cell lines, specifically in those of luminal origin. P-Rex1 overexpression only occurs in a subset of human breast cancers, namely luminal A and B subtypes, which may be the consequence of altered epigenetic regulatory mechanisms that result in demethylation of the *PREX1* gene promoter [20]. P-Rex1 up-regulation in breast cancer has been linked with a high probability of metastatic dissemination in patients [15].

Dysregulation of the expression of ErbB receptors and their ligands is a common feature in many human cancers. Hyperactivation of the pathways controlled by ErbB receptors leads to uncontrolled growth, transformation, and enhanced motility and invasion. EGFR mutations are indeed major drivers of cancer progression, and ErbB2 amplification is a common oncogenic event in breast cancer [21–23]. ErbB3 also plays important roles in cancer, as it dimerizes preferentially with ErbB2 to confer an oncogenic signal [22, 24]. It has been reported that overexpression of HRG, which occurs in a significant fraction of mammary tumors, contributes to the tumorigenic and invasive capacities of breast cancer cells, even in the absence of ErbB2 overexpression [25, 26]. In support of the oncogenic role of HRG in breast cancer, transgenic overexpression of this growth factor in mouse mammary glands leads to the development of adenocarcinomas [27]. Notably, HRG regulates the expression of immediate early genes in estrogen receptor positive cells, including genes regulated by MAPK and the PI3K pathways, both established effectors of ErbB receptors [28]. The ErbB3 pathway has been implicated in the resistance to anticancer agents and is among the kinome pathways reprogrammed during drug resistance [22, 29, 30], thus highlighting the crucial need for dissecting downstream effectors of this receptor network.

Given the relevance of the P-Rex1/Rac1 pathway in breast cancer progression, and since the Rac pathway controls a number of key functions implicated in gene expression [31–33], we decided to pursue an analysis of genes regulated by P-Rex1 in breast cancer cells. As stimulation of ErbB3 by HRG causes a prominent activation of Rac1 in luminal breast cancer cells via P-Rex1, leading to a motile response, we investigated how silencing P-Rex1 could affect the regulation of gene expression by this growth factor. Our results identified a characteristic profile of P-Rex1-regulated genes in breast cancer cells, arguing for the involvement of the P-Rex1/Rac1 pathway in the control of gene expression and breast cancer progression.

## RESULTS

### Gene expression changes induced by HRG in T-47D breast cancer cells

As a first step in our search for mechanisms by which P-Rex1 mediates HRG responses in breast cancer, we first set to explore global changes in gene expression induced by this growth factor. Towards this end, we carried out a microarray analysis of genes regulated by HRG in T-47D breast cancer cells. Cells were treated with HRG (20 ng/ml) or vehicle, and 6 h later RNA from three replicates was extracted and reverse transcribed to cDNA. Gene expression profiling was carried out using an Affymetrix GeneChip Human Gene 1.0 ST Array (which includes more than 28,000 genes). 

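T-47D is a luminal, estrogen receptor-positive breast cancer cell line, and HRG (heregulin) is a ligand of the receptors ErbB3 and ErbB4. For the HRG experiment the deposited data hold 3 arrays of parental cells treated with HRG at 20 ng/ml for 6 h and 3 arrays of parental cells treated with vehicle, each from a biological replicate. These 6 arrays belong to a set of 24 arrays in 8 groups of 3, which also holds the cells transfected with RNAi duplexes. The authors normalized the arrays by Robust Multichip Average (RMA), which adjusts the background, brings all arrays to a common distribution and gives 1 log2 expression value for each of 28536 probe sets. The median log2 value of an array lay between 6.04 and 6.18. The platform annotation paired 19292 probe sets with 1 gene symbol and 1750 with several, and left 7494 without a symbol. The 21042 probe sets with at least 1 symbol were tested here with limma, a linear model with a variance shared across probe sets, fitted to all 24 arrays with 1 mean per group. A probe set was called at an adjusted p under 0.05 (Benjamini-Hochberg) and a fold change over 1.5, and a gene is named only where its probe set has a single symbol. The annotation gave no genome build, so no coordinates are given. On simulated arrays with the spread of the real ones, the same test recovered 100 of 100 probe sets changed 2-fold and 100 of 100 changed 3-fold by HRG, with 1 false call. Precision is limited by the 3 arrays per group, and RMA compresses the fold change of dim probe sets.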

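HRG changed 1108 of the 21042 probe sets tested in parental T-47D cells, 601 of them higher and 507 lower after 6 h. Counted as genes over probe sets with a single symbol, 547 genes were higher and 471 were lower. Without the 1.5-fold threshold, 2844 probe sets were higher and 3640 lower at an adjusted p under 0.05 (limma). The control cells transfected with a non-target RNAi duplex (NTC), an independent set of 6 arrays, gave 555 higher and 709 lower. Of these, 448 higher and 411 lower probe sets were shared with the parental cells, against 15.9 and 17.1 for lists of these sizes drawn independently, and none changed in opposite directions. The Rank Products test, run at an unadjusted p under 0.005 and the same fold threshold, called 602 higher and 508 lower in parental cells.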

Using a 1.5-fold change relative to vehicle-treated cells as a cut-off, we found that 1130 genes (represented by 1176 probes) were differentially expressed after HRG treatment relative to vehicle (*p*-values < 0.005, fold-change (FC) > 1.5). Among the transcripts modulated by HRG in T-47D cells, 516 were up-regulated and 614 were down-regulated (Figure 1A). 

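The genes raised by HRG included known feedback inhibitors and early targets of the ERK kinase pathway and genes of the actin cytoskeleton, while cell cycle genes and part of the FOXO and estrogen receptor target genes were lower. Of 43 measured ERK feedback and immediate early genes, 17 were higher, none was lower and 26 did not pass. Among them, DUSP6, a phosphatase of ERK, rose 5.69-fold (log2 fold change 2.51, standard error 0.25), and the ERK pathway inhibitors SPRY4 and SPRED1 rose 3.08-fold and 2.62-fold. Of 37 genes of the actin cytoskeleton controlled by the transcription factors SRF and MRTF, 13 were higher and none was lower, with caldesmon (CALD1) at 3.09-fold, vinculin (VCL) at 3.07-fold and calponin (CNN1) at 2.96-fold. Of 36 genes of the G1/S transition and DNA replication, 7 were lower, among them E2F1, whose log2 value fell by 0.70 (standard error 0.06), and PCNA, whose value fell by 0.66 (standard error 0.07). Of 29 mitotic genes, 4 were lower, and CDC25C fell by 0.71 (standard error 0.10). No gene of either list was called higher.

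Of 39 FOXO targets and growth-factor-repressed genes, 6 were lower and 2 higher, with KLHL24 down by a log2 value of -1.66 and NR1D2, a repressor of the circadian clock, by -1.63. Of 33 estrogen receptor targets and luminal genes, 5 were lower and 1 was higher, and the estrogen receptor gene ESR1 had a log2 change of -0.98 (standard error 0.08, adjusted p = 5.48e-09 from limma), while another ESR1 probe set had a change of 0.00. Counts were the same when adjusted over the list alone. As a set against all other genes, the SRF/MRTF list moved up (camera adjusted p = 3.36e-16, and 0.0016 with an estimated correlation between genes). The ERK list moved up (adjusted p = 2.4e-11, but adjusted p = 0.224 with an estimated correlation), and the G1/S and mitotic lists moved down (adjusted p = 3.79e-10 each, but adjusted p = 0.224 each with an estimated correlation). The FOXO and estrogen receptor lists moved down with adjusted p = 0.00567 and 0.00603, which became adjusted p = 0.256 and 0.307 with an estimated correlation.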

A complete list of HRG-regulated genes is presented in Supplementary Table S1. 

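The 10 largest rises among the probe sets called in parental cells were those of GLIPR1, SYTL2, the probe set that the paper lists as GBP1, ITGB6, GPAT3, DUSP6, MAP1B, MMP10, ANXA1 and LYN. GPAT3, an acyltransferase of triglyceride synthesis, rose 5.72-fold (log2 fold change 2.52, standard error 0.14, adjusted p = 1.26e-11 from limma). MAP1B, a microtubule-associated protein, rose 5.43-fold, and ANXA1, an annexin that binds phospholipids, rose 4.77-fold. The 10 largest falls were those of RANBP3L, CAB39L, TENM2, PLEKHS1, AKAP6, DLG2, MDGA2, FOXN3, KLHL24 and NR1D2. RANBP3L had a log2 fold change of -2.70 (standard error 0.16, adjusted p = 3.91e-11), CAB39L of -2.35 (standard error 0.14, adjusted p = 3.31e-11) and TENM2, a teneurin of cell adhesion, of -2.05 (adjusted p = 1.82e-12).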

The top 20 up- and down-regulated genes are shown in Table 1. 

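GLIPR1 (probe set 7957260) had a log2 expression of 6.92 ± 0.10 (SD, n = 3) in vehicle-treated and 11.87 ± 0.08 (SD, n = 3) in HRG-treated parental cells, a 30.8-fold rise (standard error of the log2 fold change 0.20, adjusted p = 1.48e-13 from limma). In NTC cells it went from 6.92 ± 0.12 (SD, n = 3) to 11.91 ± 0.10 (SD, n = 3). SYTL2 (probe set 7950810), an effector of Rab27 GTPases in vesicle traffic, rose 12.6-fold in parental cells (log2 fold change 3.65, standard error 0.11, adjusted p = 6.71e-16) and by a log2 value of 3.55 in NTC cells. All 6 control arrays with HRG had more GLIPR1 than all 6 without (exact permutation test, two-sided p = 0.00216, the smallest p that 6 against 6 allow).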

The highest inductions were for *GLIPR1* (~30-fold), a gene hormonally-regulated in breast cancer cells [34], and *SYTL2* (~12-fold), a trafficking protein also known as Breast Cancer-Associated antigen SGA-72M [35]. Several top up-regulated genes were associated with motility, adhesion, invasiveness, and metastasis in breast cancer or other cancers, such as *GBP1*, *ITGB6*, *ITGA2*, and matrix metalloproteases *MMP10* and *MMP1*.

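The integrin subunits β6 (ITGB6) and α2 (ITGA2), which pair into receptors for fibronectin and collagen, rose 6.53-fold and 3.92-fold in parental cells. The matrix metalloproteases MMP10 (stromelysin 2) and MMP1 (interstitial collagenase) rose 5.30-fold and 4.51-fold from log2 levels near the bottom of the arrays, 4.23 ± 0.12 (SD, n = 3) for MMP10 and 3.94 ± 0.12 (SD, n = 3) for MMP1 with vehicle. Both means lie below the 25% quantile of every array (lowest 4.27), where RMA compresses fold changes, so these folds may be underestimates. The probe set that the paper lists as GBP1, an interferon-inducible GTPase, rose 8.29-fold, and the platform annotation pairs it with 3 symbols, so other GBP genes may contribute to it. All 5 were past the threshold of limma, with standard errors of the log2 fold change of 0.11 for ITGB6, 0.10 for ITGA2, 0.19 for MMP10, 0.11 for MMP1 and 0.16 for the GBP1 probe set and the largest adjusted p at 2.74e-09 for MMP10. The same 5 probe sets rose in the NTC cells, by log2 values of 2.63 for ITGB6, 1.86 for ITGA2, 2.51 for MMP10 and 2.00 for MMP1, and 9.21-fold for the GBP1 probe set.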

**Figure 1:**
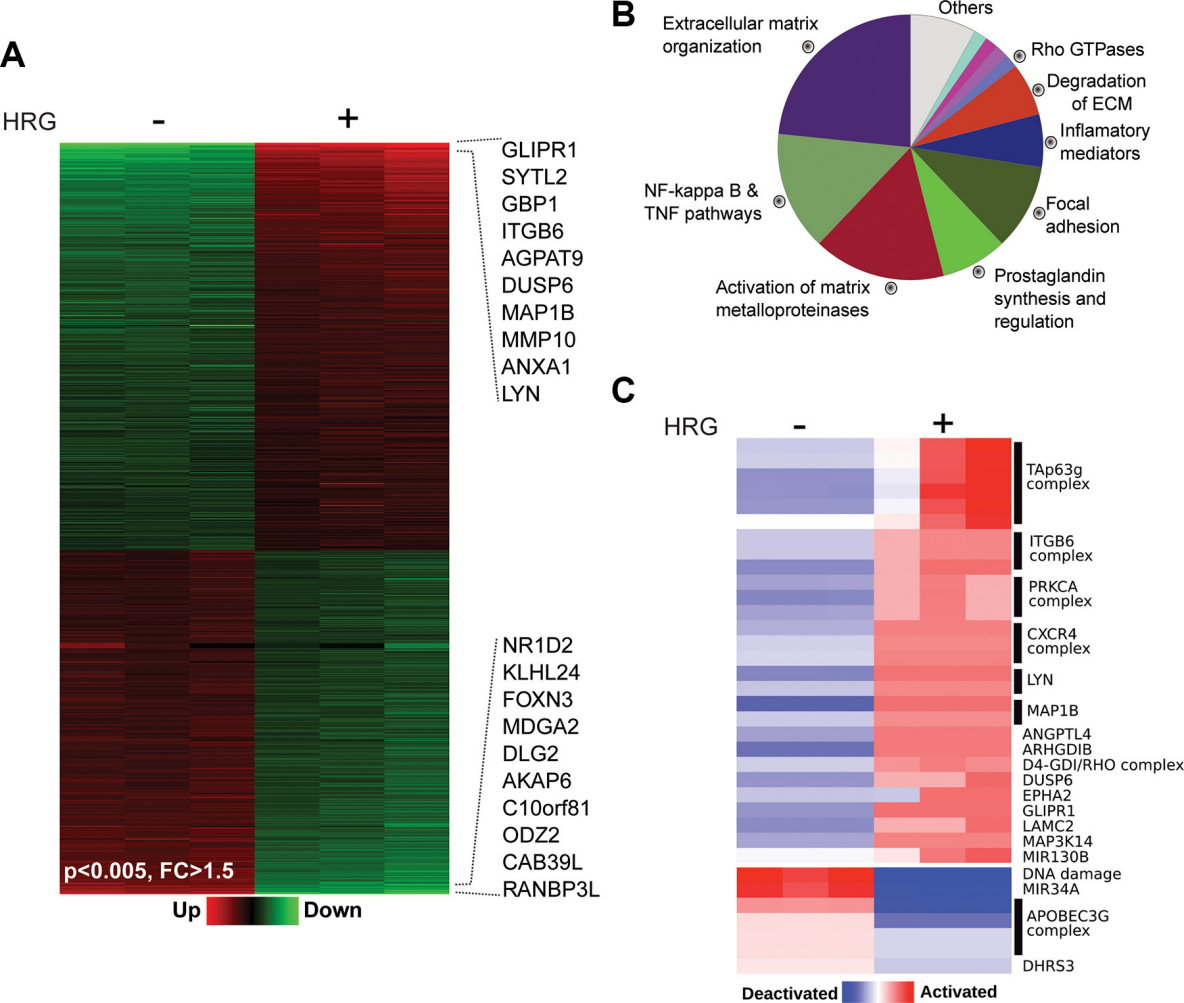
Changes in gene expression induced by HRG in T-47D cells T-47D cells were treated with HRG (20 ng/ml) or vehicle for 6 h. Total RNA from three replicates was extracted and reverse transcribed to cDNA. Gene expression profiling was carried out using an Affymetrix GeneChip Human Gene 1.0 ST Array. (**A**) Heatmap of the microarray data showing changes in gene expression by HRG (*p*-values < 0.005, fold changes (*FC*) > 1.5). The top 10 up- and down-regulated genes are indicated. (**B**) Enriched biofunctions of HRG-modulated genes, as determined by ClueGO analysis. The percentage of genes per term is proportionally represented in the pie chart. (**C**) PARADIGM inferences of the most variable integrated pathway activities using the normalized gene expression profiles of the HRG modulated transcripts.

**Table 1:** Genes regulated by HRG in T-47D cells

Gene Name	Entrez ID	Description	Fold change
**Top twenty HRG up-modulated genes**			
*GLIPR1*	11010	*GLI pathogenesis-related 1*	30.8
*SYTL2*	54843	*Synaptotagmin like 2*	12.6
*GBP1*	2633	*Guanylate binding protein 1, interferon-inducible*	8.3
*ITGB6*	3694	*Integrin subunit beta 6*	6.5
*AGPAT9 (GPAT3)*	84803	*1-acylglycerol-3-phosphate O-acyltransferase 9*	5.7
*DUSP6*	1848	*Dual specificity phosphatase 6*	5.7
*MAP1B*	4131	*Microtubule associated protein 1B*	5.4
*MMP10*	4319	*Matrix metallopeptidase 10*	5.3
*ANXA1*	301	*Annexin A1*	4.7
*LYN*	4067	*LYN proto-oncogene, Src family tyrosine kinase*	4.6
*MMP1*	4312	*Matrix metallopeptidase 1*	4.5
*SERPINA3*	12	*Serpin peptidase inhibitor, clade A member 3*	4.5
*MIR21*	406991	*MicroRNA 21*	4.4
*KRTAP3-1*	83896	*Keratin associated protein 3-1*	4.3
*SPRR1A*	6698	*Small proline-rich protein 1A*	4.1
*SLC16A9*	2200963	*Solute carrier family 16 member 9*	4.1
*EPGN*	255324	*Epithelial mitogen*	3.9
*ITAG2*	3673	*Integrin subunit alpha 2*	3.9
*IL6R*	3570	*Interleukin 6 receptor*	3.9
*SERPINB8*	5271	*Serpin peptidase inhibitor, clade B member 8*	3.8
**Top twenty HRG down-modulated genes**			
*RANBP3L*	202151	*RAN binding protein 3-like*	−6.5
*CAB39L*	81617	*Calcium binding protein 39 like*	−5.1
*ODZ2 (TENM2)*	57451	*Teneurin transmembrane protein 2*	−4.1
*C10orf81 (PLEKHS1)*	79949	*Pleckstrin homology domain containing S1*	−3.5
*AKAP6*	9472	*A-kinase anchoring protein 6*	−3.5
*DLG2*	1740	*Discs, large homolog 2*	−3.5
*MDGA2*	161357	*MAM domain glycosylphosphatidylinositol anchor 2*	−3.3
*FOXN3*	1112	*Forkhead box N3*	−3.2
*KLHL24*	54800	*Kelch like family member 24*	−3.2
*NR1D2*	9975	*Nuclear receptor subfamily 1 group D member 2*	−3.1
*CDH10*	1008	*Cadherin 10, type 2 (T2-cadherin)*	−3.0
*ANK3*	288	*Ankyrin 3, node of Ranvier (ankyrin G)*	−2.9
*LRRC31*	79782	*Leucine rich repeat containing 31*	−2.9
*BLNK*	29760	*B-cell linker*	−2.9
*VEPH1*	79674	*Ventricular zone expressed PH domain containing 1*	−2.8
*TMEM229B*	161145	*Transmembrane protein 229B*	−2.8
*ACOT6*	641372	*Acyl-CoA thioesterase 6*	−2.7
*GRIK4*	2900	*Glutamate receptor, ionotropic, kainate 4*	−2.6
*ANKFN1*	162282	*Ankyrin repeat, fibronectin III domain containing 1*	−2.6
*CREB3L4*	148327	*cAMP responsive element binding protein 3-like 4*	−2.5

The table depicts the top 20 up- and down-regulated genes by HRG in T-47D cells, with the corresponding changes in expression.

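In parental cells HRG raised genes of cell adhesion to the extracellular matrix (ECM), a few proteases and their inhibitors, and genes of NF-kappa B signalling. Of 53 measured genes of ECM organization, 11 were higher, none was lower and 42 did not pass. They were mostly integrin subunits, such as ITGA5 (2.23-fold), and include the growth factor TGFB2 (2.76-fold). Of 47 matrix metalloproteinases, other proteases of the ECM and their inhibitors, 6 were higher and 2 were lower. Besides MMP10 and MMP1, these were MMP13, the urokinase gene PLAU, the cathepsin CTSV (2.74-fold) and TIMP1 (2.82-fold), an inhibitor of metalloproteinases, while MMP16 (1.57-fold) and the kallikrein KLK10 (1.53-fold) were lower. Another MMP16 probe set had a log2 fold change of -0.40 and stayed under the 1.5-fold threshold. Of 46 targets of NF-kappa B and TNF, 9 were higher and none was lower, with TNFAIP3, an inhibitor of NF-kappa B, at 2.65-fold, the kinase MAP3K14 at 2.24-fold and the adhesion molecule ICAM1 at 2.10-fold. Counts were the same when adjusted over the list alone.

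As sets against all other genes, the 3 lists moved up with camera adjusted p = 7.71e-05 for ECM organization, 0.0198 for the proteases and 1.16e-05 for the NF-kappa B and TNF targets. With an estimated correlation between genes the values were adjusted p = 0.224, 0.4 and 0.191. The median log2 fold change of the lists was 0.04, 0.02 and 0.14, so most members moved little. From its own enrichment analysis of the HRG-regulated genes with ClueGO, the paper names these functions as the predominant ones and relates them to the known role of ErbB receptors in metastasis and in cytokine pathways.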

Functional enrichment analysis for the categorization of HRG regulated genes identified “Extracellular matrix (ECM) organization/degradation”, “Activation of matrix metalloproteinases” and “Regulation of NF-kappa B and TNF pathways” as the predominant biofunctions associated with gene expression changes (Figure 1B). This is consistent with the well-established association of ErbB receptors, including ErbB3, with metastatic processes as well as with cytokine/pro-inflammatory pathways that play important roles in breast cancer progression [22, 36, 37]. In addition, we carried out a pathway-based representation analysis (PARADIGM) of deregulated transcripts, which led to the identification of signaling pathways that were specifically activated or inactivated by HRG (Figure 1C). One of the pathways identified with this analysis is the CXCR4 pathway. 

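The transcript of the chemokine receptor CXCR4 rose 2.06-fold with HRG in parental cells (log2 fold change 1.04, standard error 0.12, adjusted p = 5.1e-07 from limma) and by a log2 value of 0.87 in NTC cells. CXCL12, the gene of its ligand, had a log2 fold change of -0.76 in parental cells (standard error 0.06, adjusted p = 1.32e-09). Of 27 measured genes of the CXCR4 pathway, 4 were higher (LYN, CXCR4, PXN and FYN) and 2 were lower (CXCL12 and ARRB1), with the same counts adjusted over the list alone. Paxillin (PXN), an adaptor of focal adhesions, rose 1.64-fold, and another PXN probe set had a log2 fold change of 0.56, under the 1.5-fold threshold. The list moved up against all other genes by camera (adjusted p = 0.014), with adjusted p = 0.224 with an estimated correlation. In NTC cells it did not pass by camera (adjusted p = 0.0668, and 0.349 with an estimated correlation). PARADIGM, which infers pathway activity from expression, was not rerun here, and these values are transcript levels.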

Notably, we reported that HRG-induced activation of P-Rex1/Rac1 and motility via ErbB3 in breast cancer cells is mediated by transactivation of CXCR4 [15], a G-protein-coupled receptor widely involved in metastatic dissemination [38]. 

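PRKCA, the gene of protein kinase C α, rose 2.09-fold with HRG in parental cells (log2 fold change 1.07, standard error 0.10, adjusted p = 1.4e-08 from limma). LYN, a kinase of the Src family, rose 4.56-fold (log2 fold change 2.19, standard error 0.12, adjusted p = 1.38e-11). In NTC cells the rises were 0.77 for PRKCA and 2.05 for LYN on the log2 scale. ITGB6, the gene of integrin β6, had an adjusted p of 1.98e-13 for its rise. Of 31 basal and squamous keratinocyte genes, many of them p63-related, 10 were higher and none was lower, among them SPRR1A (4.08-fold), a protein of the cornified envelope, and the keratins KRT15 (3.09-fold) and KRT13 (2.30-fold). The count was the same when adjusted over the list alone, and the list moved up by camera (adjusted p = 6.92e-07, but adjusted p = 0.163 with an estimated correlation).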

The PARADIGM analysis also revealed the activation of PRKCA (PKCα), ITGB6 (integrin β6), LYN, and TAp63g pathways. 

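The level of the APOBEC3G transcript, a cytidine deaminase, did not pass the test for a change by HRG in parental cells (log2 fold change 0.03, standard error 0.09, adjusted p = 0.869 from limma) and had a log2 fold change of 0.10 in NTC cells. With vehicle this probe set was at a log2 expression of 3.85, below the 25% quantile of every array (lowest 4.27), where a change could go undetected. Of 6 measured genes of the APOBEC3 family, none was called higher or lower, over all genes or adjusted over the list alone. APOBEC3F, another deaminase of the family, had a log2 fold change of -0.53 (standard error 0.11, adjusted p = 0.000674), a 1.45-fold fall that stays under the 1.5-fold threshold. Without parental vehicle replicate 2 or parental HRG replicate 2 this value was -0.60 or -0.59 and passed it. By camera the family did not move as a set (adjusted p = 0.901).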

The APOBEC3G complex involved in DNA deamination was among the pathways deactivated by HRG.

### P-Rex1 controls gene expression in breast cancer cells

In previous studies we demonstrated that the Rac-GEF P-Rex1 is overexpressed in luminal breast cancer cells. We showed that HRG causes significant activation of P-Rex1 in breast cancer cells through activation of ErbB3 [15, 39]. Among the multiple Rac-GEFs expressed in luminal breast cancer cells, P-Rex1 was found to be key for the activation of Rac1 as well as for driving cell motility, growth and tumorigenesis downstream of ErbB receptors [15]. To assess the potential contribution of P-Rex1 in gene expression mediated by HRG, we next carried out a microarray analysis in T-47D cells subject to P-Rex1 RNAi depletion. 

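For the silencing experiment the deposited data hold 24 arrays, 3 with HRG and 3 with vehicle for each of parental cells, NTC cells and cells transfected with P-Rex1 RNAi #1 or #2. Transfected cells were serum-starved from 16 h after transfection for 48 h, then given HRG at 20 ng/ml or vehicle for 6 h. Values are the authors' log2 RMA values, and all groups entered 1 limma fit. In vehicle-treated cells PREX1 (probe set 8066848) had a log2 expression of 10.60 ± 0.02 (SD, n = 3) in parental cells, 10.42 ± 0.09 (SD, n = 3) in NTC cells, 8.99 ± 0.09 (SD, n = 3) with duplex #1 and 9.00 ± 0.03 (SD, n = 3) with duplex #2. Against the mean of both controls PREX1 fell by 1.52 with #1 and by 1.51 with #2 on the log2 scale (standard error 0.06 each, adjusted p = 1.61e-12 and 1.76e-12). All 3 arrays of each duplex lay below all 6 control arrays (exact permutation test, two-sided p = 0.0238 for each, the smallest p that 3 against 6 allow). The 2 duplexes left a log2 difference in PREX1 of 0.01 (standard error 0.07). NTC against parental was -0.18 (adjusted p = 0.803).

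PREX1 itself was lower after HRG. It was 9.55 ± 0.08 (SD, n = 3) in parental and 9.45 ± 0.13 (SD, n = 3) in NTC cells with HRG, so that the silenced cells, at 8.53 ± 0.08 and 8.73 ± 0.14 (SD, n = 3 each), differed from the controls by -0.97 and -0.77 in that condition. Without HRG, 7 probe sets, that of PREX1 among them, were lower and none was higher with P-Rex1 RNAi than in the controls (limma, adjusted p under 0.05, fold change over 1.5, both duplexes in the same direction). Without the fold threshold 311 were lower and 52 higher, and past both thresholds 6 were lower and none higher with #1 alone and 35 lower and 3 higher with #2 alone. Of the 7, those of ATP13A2 and LUM had log2 differences of -0.08 and -0.05 with #1 and of -1.27 and -1.29 with #2. NTC cells without HRG had no probe set called against parental cells by limma, and 1203 of 21042 at an unadjusted p under 0.05.

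**Figure D1:**
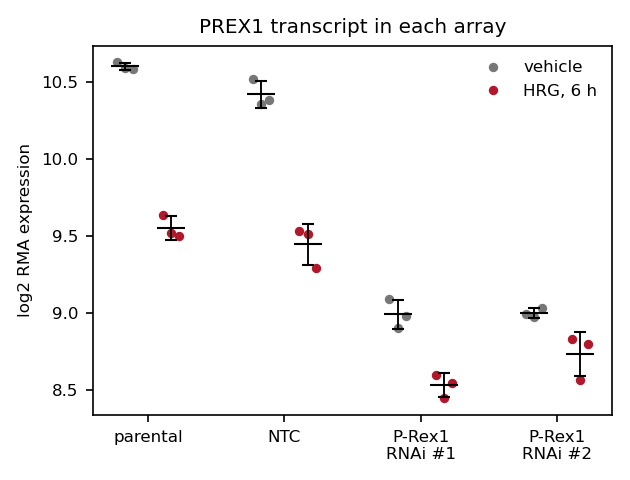
Log2 RMA expression of PREX1 in each of the 24 arrays, for parental cells, NTC cells and cells with P-Rex1 RNAi #1 or #2, treated with vehicle (grey) or HRG for 6 h (red). Points are single arrays, black lines the mean and SD of 3. The lowest control array without HRG is at 10.36 and the highest control array with HRG at 9.64, and all arrays of the silenced cells lie below 9.64.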

As most luminal breast cancer cells, T-47D cells express high P-Rex1 levels [15]. To silence P-Rex1 expression, we used two different RNAi duplexes (P-Rex1 #1 and P-Rex1 #2). A non-target RNAi duplex (NTC) was used as control. There was a significant reduction in P-Rex1 protein and mRNA levels upon transfection with either P-Rex1 RNAi duplex, as determined by Western blot and qPCR analysis, respectively. On the other hand, no significant changes in P-Rex1 expression could be observed in cells transfected with NTC RNAi relative to parental T-47D cells (Figure 2A and 2B). In agreement with previous studies [15], P-Rex1 RNAi depletion caused a marked reduction in HRG-induced activation of Rac1, as determined by measuring Rac1-GTP levels using a pull-down assay (Figure 2B).

**Figure 2:**
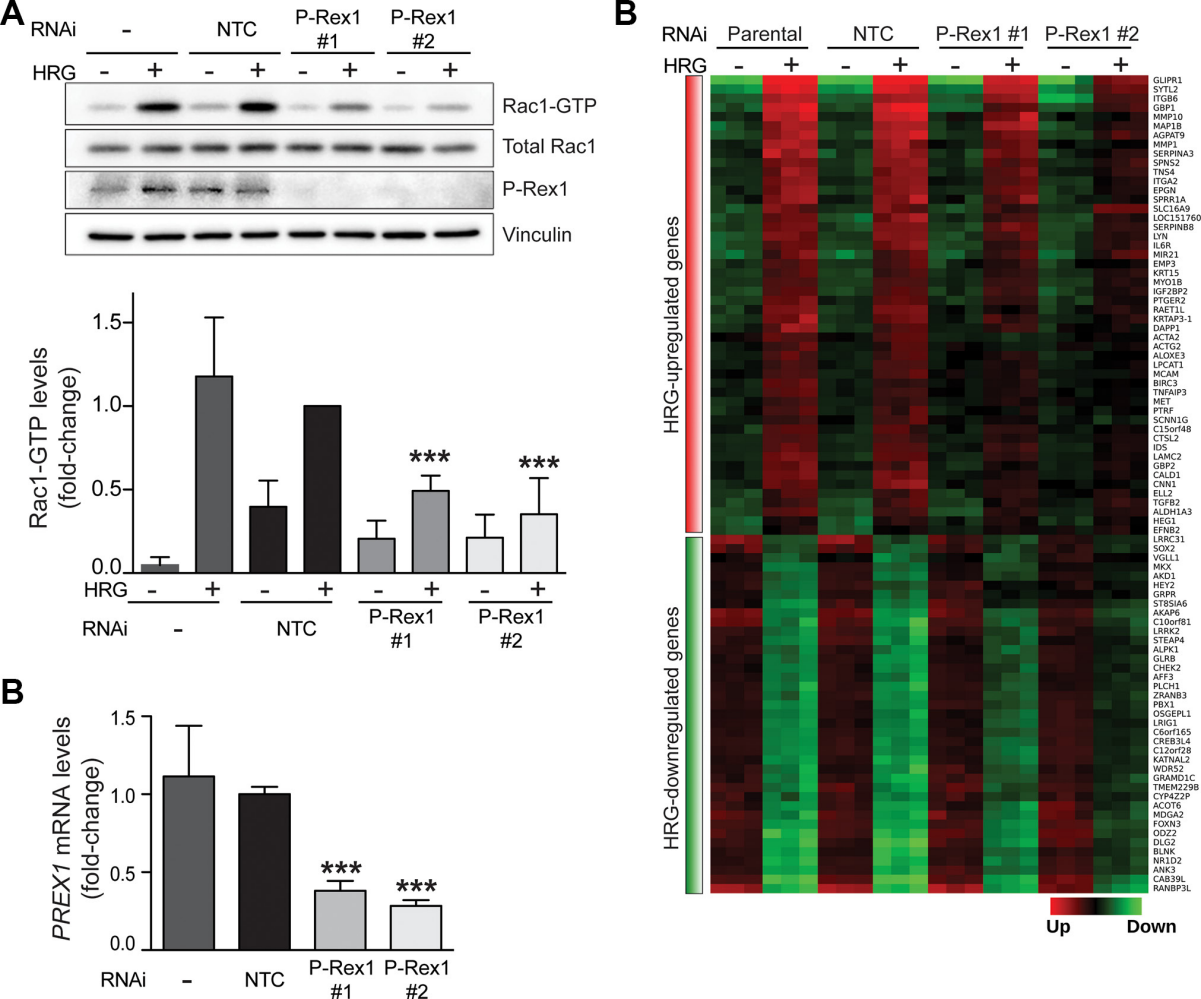
Depletion of P-Rex1 from T-47D cells using RNAi T-47D cells were transfected with two different P-Rex1 RNAi duplexes (*P-Rex #1* and *P-Rex #2*) or a non-target control RNAi duplex (*NTC*). After 16 h, cells were serum starved for 48 h and stimulated with HRG (20 ng/ml) or vehicle for 5 min. (**A**) Rac1-GTP levels in response to HRG were determined using a pull-down assay. *Upper panel*, representative experiment. *Lower panel*, densitometric analysis of Rac1-GTP levels normalized to total Rac1. Data (mean ± S.E.M., *n* = 3) are expressed as fold-change relative to NTC, +HRG. ***p < 0.005. (**B**) Determination of *PREX1* mRNA levels by qPCR. Expression was normalized to the housekeeping gene *B2M*. Data was expressed as fold-change relative to NTC. The experiment was performed in triplicate samples. Similar results were obtained in two additional independent experiments. ***p < 0.005. (**C**) Heatmap of genes regulated by HRG that are sensitive to P-Rex1 RNAi depletion. (*q* < 0.001; FC >1.5).

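Taken over all HRG-regulated probe sets together, the response to HRG was smaller in P-Rex1-silenced cells than in either control, and smaller with duplex #2 than with #1. HRG raised 530 and lowered 243 probe sets in cells with P-Rex1 RNAi #1, and raised 226 and lowered 138 with #2. Over the 1108 probe sets regulated by HRG in parental cells, the log2 HRG effect in NTC cells had a slope of 0.986 (jackknife standard error 0.063) on that in parental cells, against 0.786 (0.056) with #1 and 0.565 (0.041) with #2. Each array with HRG was also scored on its own for the size of its response, with parental cells at 1 on average. The scores were 0.936 to 1.08 in parental, 0.958 to 1.06 in NTC, 0.761 to 0.878 in #1 and 0.548 to 0.611 in #2 arrays. All 3 arrays of each duplex lay below all 6 controls (exact permutation test, two-sided p = 0.0238 for each duplex, the smallest p that 3 against 6 allow), and all #2 arrays lay below all #1 arrays (exact p = 0.1, the smallest that 3 against 3 allow).

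For the 601 raised probe sets the slope was 0.955 in NTC, 0.822 with #1 and 0.539 with #2, and for the 507 lowered ones 1.04, 0.72 and 0.612. The raised probe sets, tested as a set against NTC alone, had a median log2 change in the HRG effect of -0.29 with #2 (camera adjusted p = 0.001 with an estimated correlation) and of -0.08 with #1 (adjusted p = 0.235 with an estimated correlation), where NTC against parental cells had -0.06 (adjusted p = 0.235 with an estimated correlation), so that a weaker rise with #1 was not shown by this test. Between the duplexes the raised probe sets differed (median -0.24, adjusted p = 0.001 with an estimated correlation), and for the lowered ones a difference was not shown (median 0.08, adjusted p = 0.242 with an estimated correlation). Against NTC the lowered ones had medians of 0.26 with #1 (adjusted p = 0.0302 with an estimated correlation) and 0.33 with #2 (adjusted p = 0.00352 with an estimated correlation). The HRG response of NTC cells differed from that of parental cells in no probe set by limma, and in 1727 at an unadjusted p under 0.05.

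**Figure D2:**
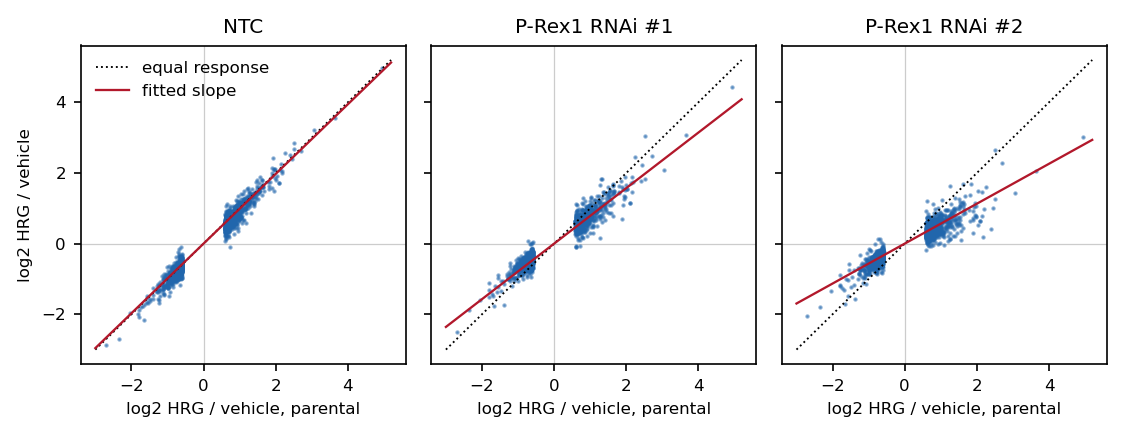
Log2 ratio of HRG to vehicle in NTC cells and in cells with P-Rex1 RNAi #1 or #2 (y axes) against that in parental cells (x axes), for the 1108 probe sets regulated by HRG in parental cells. Each point is a probe set, the dotted line marks an equal response and the red line the fitted slope, which is 0.986 in NTC, 0.786 with #1 and 0.565 with #2.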

P-Rex1-regulated genes were defined as those in which both P-Rex1 RNAi duplexes caused a statistically significant change (*p* < 0.05) in gene expression compared to NTC and parental cells. This analysis revealed a set of 89 HRG-regulated genes that were sensitive to P-Rex1 RNAi, as displayed in the heatmap shown in Figure 2C. Among these genes, 50 were positively regulated by P-Rex1 (i.e., induction by HRG was reduced upon P-Rex1 silencing) and 39 were negatively regulated by P-Rex1 (i.e., repression by HRG was reduced upon P-Rex1 silencing). 

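Sensitivity to P-Rex1 RNAi was tested as the difference between the HRG effect in silenced cells (mean of both duplexes) and in controls (mean of parental and NTC cells), an interaction in limma. Of 1114 probe sets regulated by HRG in the controls, 547 higher and 567 lower, 460 had a weaker HRG effect after silencing at an adjusted p under 0.05 with both duplexes moving the same way. These correspond to 426 genes with a single symbol. The HRG effect of 1 further probe set, of GALNT7, was stronger (log2 difference 0.28, standard error 0.06), a gene named after its values were seen. The weakened probe sets include those of the smooth muscle and cytoskeleton genes CNN1 (calponin), CALD1 and ACTG2, the proteases MMP10, MMP1 and CTSV, the NF-kappa B inhibitor TNFAIP3, the receptor MET, and PREX1 itself. DUSP6 had a log2 difference of 0.18 (standard error 0.25, adjusted p = 0.718) and SPRY4 of 0.18 (standard error 0.15, adjusted p = 0.51), and 3 of the 43 genes of the ERK feedback list had an interaction past the threshold, all 3 lower. On simulated arrays the test recovered 95 of 100 probe sets with a 1.5-fold and 99 of 100 with a 2-fold interaction, with 1 false call. Only 75 of the 460 called probe sets had an interaction over 1.5-fold. Smaller interactions, which most of them had, were not simulated.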

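Of the probe sets with a weakened response, 229 (208 genes) were raised by HRG in the controls and 231 (218 genes) were lowered. The inhibition was computed as in Table S2, as the loss of fold change relative to the controls. For all 547 probe sets raised by HRG its median was 16.2% with both duplexes together, 8.6% with #1 and 23% with #2, and it was above 0 for 500 of them. For the 567 lowered probe sets the median was 17.9%, with 15.9% for #1 and 20.1% for #2, and it was above 0 for 557. Fewer probe sets passed when the interaction also had to exceed 1.5-fold (60 raised, 15 lowered), when each duplex was set against each control at an unadjusted p under 0.05 (105 raised, 146 lowered), or when only the arrays with HRG were compared in that way (180 raised, 121 lowered). The lowered count rose to 387 when adjusted over the HRG-regulated probe sets alone. The paper takes a reduced induction as positive and a reduced repression as negative regulation by P-Rex1.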

A complete list of P-Rex1-regulated genes is presented in Supplementary Table S2. The top 10 genes affected by P-Rex1 RNAi are ranked in Figure 3A and 3B. 

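The 10 largest losses of induction among the called probe sets were those of the GBP1 probe set, MMP10, MMP1, CNN1, GLIPR1, RAET1L, CALD1, ACTG2, GPAT3 and DAPP1, with inhibition between 61.2% and 51.4%. How much induction such a percentage leaves depends on the fold change in the controls. GLIPR1 went from 31.3-fold in the controls to 13.2-fold in silenced cells, and ACTG2 from 2.33-fold to 1.1-fold. CNN1, an actin-binding protein of smooth muscle, rose 3.31-fold in the controls and its induction was inhibited by 57.6%, 45.2% with #1 and 67.2% with #2 (log2 difference -1.24, standard error 0.09, adjusted p = 2.13e-07 from limma). RAET1L, a ligand of the lymphocyte receptor NKG2D, was inhibited by nearly the same share with both duplexes, 56.6% with #1 and 56.1% with #2. For ACTG2, an actin of smooth muscle, the shares were 52.1% and 53.2%, and for CALD1 47.6% and 58.6%.

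The 10 largest reductions of repression, by the same percentage, were those of STEAP4, PLEKHS1, LRRN3, LRRC31, BLNK, GRPR, CAB39L, CASP9, PREX1 and MKX. STEAP4, a metalloreductase, was lower with HRG in the controls (fold change 2.75), with an inhibition of 51.0% (log2 difference 1.03, standard error 0.13, adjusted p = 7.59e-05). BLNK, an adaptor protein of B-cell signalling, had 40.8%, and the peptide receptor GRPR 39.5%. PREX1, the target of the duplexes, was among them with 36.1%. Without HRG the level of several of them was already lower in the silenced cells than in the controls at an adjusted p under 0.05, by log2 values of -0.82 for LRRC31, -0.49 for STEAP4, -0.35 for LRRN3, -0.30 for MKX and -0.28 for CASP9, besides PREX1. These values are means over both duplexes. LRRC31 passed with each duplex, at -0.69 with #1 and -0.96 with #2. LRRN3 passed with #2 (-0.59, adjusted p = 0.000131 from limma) but not with #1 (-0.11, adjusted p = 0.614). With HRG, LRRC31 differed from the controls by -0.04 with #1 and 0.00 with #2.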

Several genes with the largest induction by HRG were markedly affected as a consequence of P-Rex1 silencing, among them the matrix metalloproteases *MMP10* and *MMP1*, *GBP1*, and *GLIPR1*. 

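With HRG, MMP10 reached a log2 expression of 6.64 ± 0.31 (SD, n = 3) in parental and 6.73 ± 0.16 (SD, n = 3) in NTC cells, but 6.05 ± 0.54 (SD, n = 3) with P-Rex1 RNAi #1 and 4.62 ± 0.29 (SD, n = 3) with #2, close to its vehicle level of 4.19 ± 0.12 (SD, n = 3) in the latter. MMP1 reached 5.87 ± 0.26 in NTC, 5.36 ± 0.23 with #1 and 4.17 ± 0.07 with #2 (SD, n = 3 each). The GBP1 probe set reached 9.46 ± 0.36 in NTC, 7.92 ± 0.19 with #1 (SD, n = 3 each) and between 7.36 and 7.68 with #2, and GLIPR1 10.98 ± 0.16 with #1 and 10.02 ± 0.14 with #2 (SD, n = 3 each). Inhibition of the induction was 37.3% with #1 and 75.5% with #2 for MMP10, 34.7% and 72.9% for MMP1, 51.5% and 69.0% for the GBP1 probe set and 31.2% and 73.9% for GLIPR1. For MMP10 and MMP1 these percentages rest on vehicle levels near the bottom of the arrays, where fold changes are compressed, and are approximate. Over both duplexes the log2 difference in the HRG effect was -1.35 for MMP10 (standard error 0.19, adjusted p = 0.000208 from limma), -1.25 for MMP1 (standard error 0.11, adjusted p = 1.57e-06), -1.37 for the GBP1 probe set (standard error 0.16, adjusted p = 2.29e-05) and -1.24 for GLIPR1 (standard error 0.20, adjusted p = 0.000625).

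The effect of #2 was past the threshold for all 4 on its own (largest adjusted p = 3.74e-05). For #1 alone the differences were -0.67 for MMP10 (adjusted p = 0.142) and -0.54 for GLIPR1 (adjusted p = 0.236), not past it, and those of MMP1 (adjusted p = 0.0321) and the GBP1 probe set (adjusted p = 0.0135) were. In the arrays with HRG, MMP10 of the #1 cells overlapped the controls (exact permutation test, two-sided p = 0.119), whereas GLIPR1, MMP1 and the GBP1 probe set lay below all 6 controls with either duplex (exact p = 0.0238 each). The duplexes differed from each other for MMP1 (log2 difference -1.27, standard error 0.16, adjusted p = 0.00153). Without HRG, GLIPR1 and the GBP1 probe set were lower with #1 than in all controls (log2 differences -0.37 and -0.36, exact p = 0.0238 each).

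**Figure D3:**
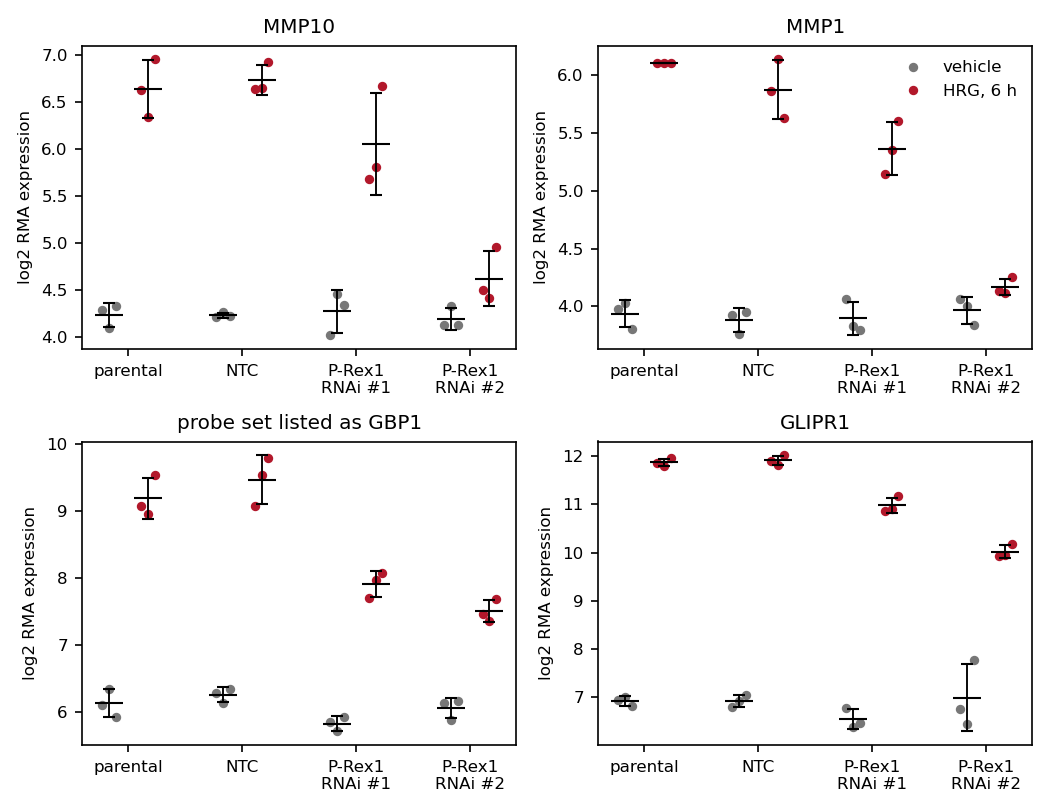
Log2 RMA expression of MMP10, MMP1, the probe set listed as GBP1 and GLIPR1 in each of the 24 arrays, by cells and RNAi duplex, with vehicle (grey) or HRG for 6 h (red). Points are single arrays, black lines the mean and SD of 3, and the y axes differ between genes and do not start at 0. With P-Rex1 RNAi #2 and HRG, MMP10 lies between 4.41 and 4.96, below the control arrays with HRG, which start at 6.34.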

We next carried out a functional enrichment analysis to identify biofunctions associated with P-Rex1 regulated genes. This analysis revealed “Extracellular matrix organization”, “Cell migration” and “Regulation of chemotaxis” as the most significant functions linked to P-Rex1 (Figure 3C).

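Among the genes whose HRG effect was weakened by P-Rex1 RNAi were receptors and proteases of the ECM and genes of cell guidance. Of 53 genes of ECM organization, 9 had a lower HRG effect in silenced cells than in controls and none a higher one, and 11 and 1 when adjusted over the list alone. Lower and higher refer here to the signed log2 value, so a higher HRG effect can be a weaker fall. The differences were -0.86 for ITGA2 (standard error 0.10, adjusted p = 2.29e-05 from limma), -0.68 for TGFB2 and -0.61 for ITGB8 on the log2 scale, whereas ITGB6 had -0.29 and did not pass (adjusted p = 0.145). Of 47 proteases of the ECM and their inhibitors, 8 had a lower HRG effect and none a higher one (10 adjusted over the list alone), with CTSV at -0.73 and the urokinase gene PLAU at -0.54. Of 56 genes of chemokines, chemotaxis and guidance, 7 had a lower and 3 a higher HRG effect, and 8 and 4 when adjusted over the list alone. The lower ones include the receptor MET (-0.77), the chemokine CCL22 (-0.75), the cytokine receptor IL6R (-0.74) and the ephrin EFNB2 (-0.72), and the higher ones CXCL12 (0.23). HRG lowered CXCL12 in parental cells (-0.76), so its fall was weaker after silencing. EFNB2 was already higher in silenced cells than in controls without HRG (log2 difference 0.47, adjusted p = 0.00135 from limma). Part of its lower HRG effect therefore lies in the vehicle level. Of the further genes that Figure 3C links to migration or chemotaxis, LYN had -0.76, SPNS2 -0.79, CREB3L4 0.52 and MKX 0.63. CREB3L4 and MKX were also lowered by HRG in parental cells (-1.31 and -0.96), so their falls were weaker. CXCR4 had a difference of 0.04 (standard error 0.12, adjusted p = 0.897).

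As sets, the ECM and protease lists moved down with camera adjusted p = 7.68e-07 and 2.82e-05, but adjusted p = 0.0927 and 0.16 with an estimated correlation, and the chemotaxis list with adjusted p = 0.00974, but adjusted p = 0.287 with an estimated correlation. Among the genes regulated by HRG in the controls, 7 of 11 ECM genes, 5 of 7 proteases and 9 of 16 chemotaxis genes were P-Rex1-sensitive, against 4.6, 2.9 and 6.7 for random draws (Fisher's exact test, two-sided, adjusted p = 0.732, 0.728 and 0.847). From its enrichment analysis of the P-Rex1-regulated genes the paper states ECM organization, cell migration and regulation of chemotaxis as the functions most significantly linked to P-Rex1.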

**Figure 3:**
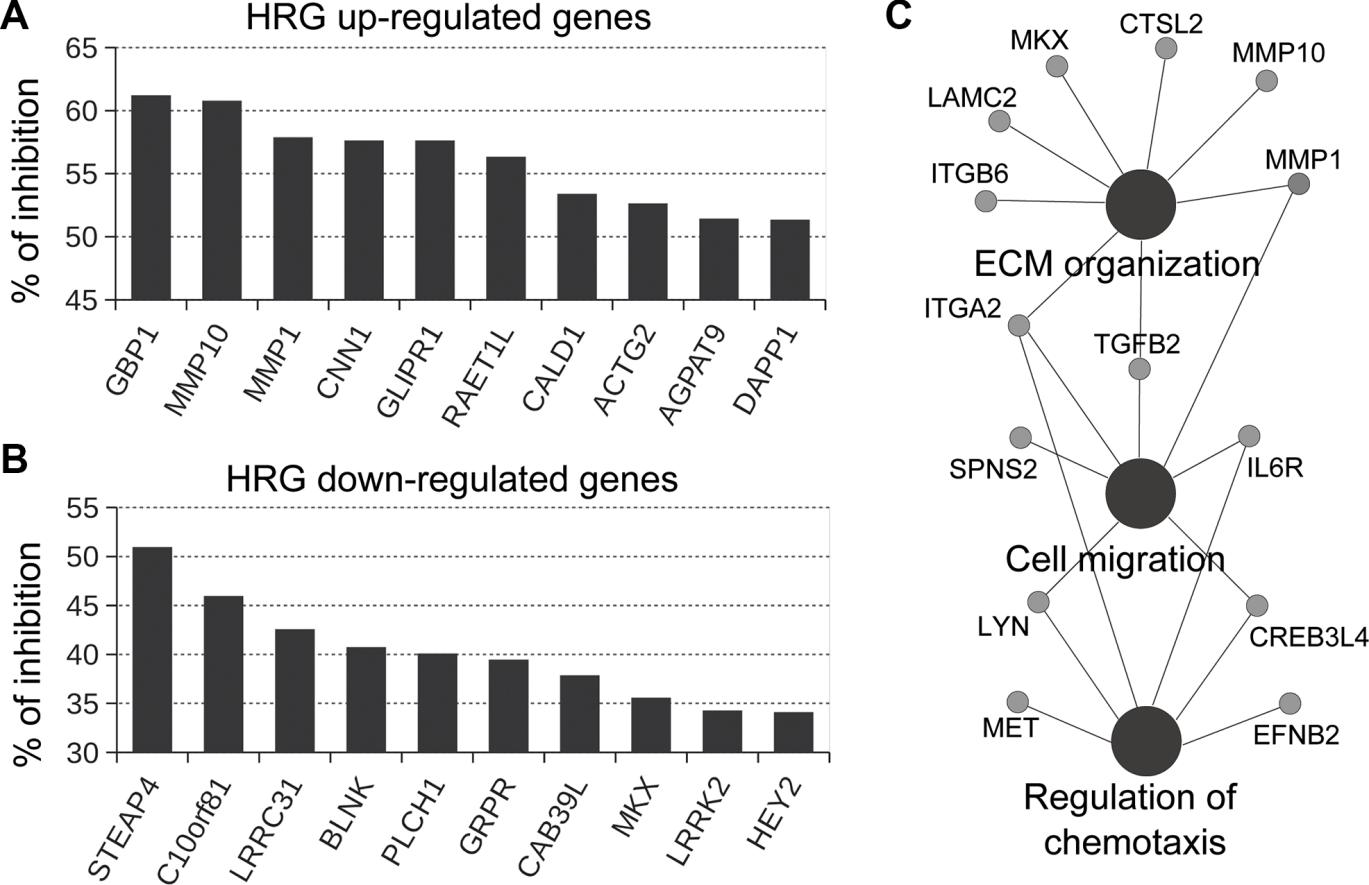
Effect of P-Rex1 RNAi on the expression of genes regulated by HRG T-47D cells were transfected with two different P-Rex1 RNAi sequences (*P-Rex #1* and *P-Rex #2*), or a non-target control RNAi (*NTC*). After 16 h, cells were serum starved for 48 h and stimulated with HRG (20 ng/ml) or vehicle for 6 h. Gene expression profiling was carried out using an Affymetrix GeneChip Human Gene 1.0 ST Array. P-Rex1-regulated genes were defined as those in which both P-Rex1 RNAi duplexes (#1 and #2) caused a statistically significant change (*p* < 0.05) in gene expression compared to NTC and parental cells. (**A**) Effect of P-Rex1 RNAi on genes induced by HRG. (**B**) Effect of P-Rex1 RNAi on genes repressed by HRG. For A and B, results are expressed as % of inhibition by P-Rex1 RNAi of the induction (for A) or repression (for B) in gene expression caused by HRG. Only the top 10 P-Rex1 regulated genes are shown. (**C**) CluePedia network of functionally enriched pathways and genes modulated by the HRG/P-Rex1 pathway in T-47D cells.

### MMP10 expression is regulated by the P-Rex1/Rac1 pathway

In order to validate results from the microarray analysis, we chose MMP10, which has been previously implicated in metastasis in breast cancer cells as well as in other cancer types [40–44]. A qPCR approach was developed to assess MMP10 mRNA levels. We observed that MMP10 expression could not be detected in T-47D cells under basal conditions. Upon HRG treatment, a significant elevation in MMP10 expression levels was observed. Consistent with data from the microarray analysis, the induction of MMP10 by HRG was significantly reduced in T-47D cells subject to P-Rex1 RNAi depletion (Figure 4A). Similar results were observed in SK-BR3 breast cancer cells, which express high P-Rex1 levels (Supplementary Figure S1).

**Figure 4:**
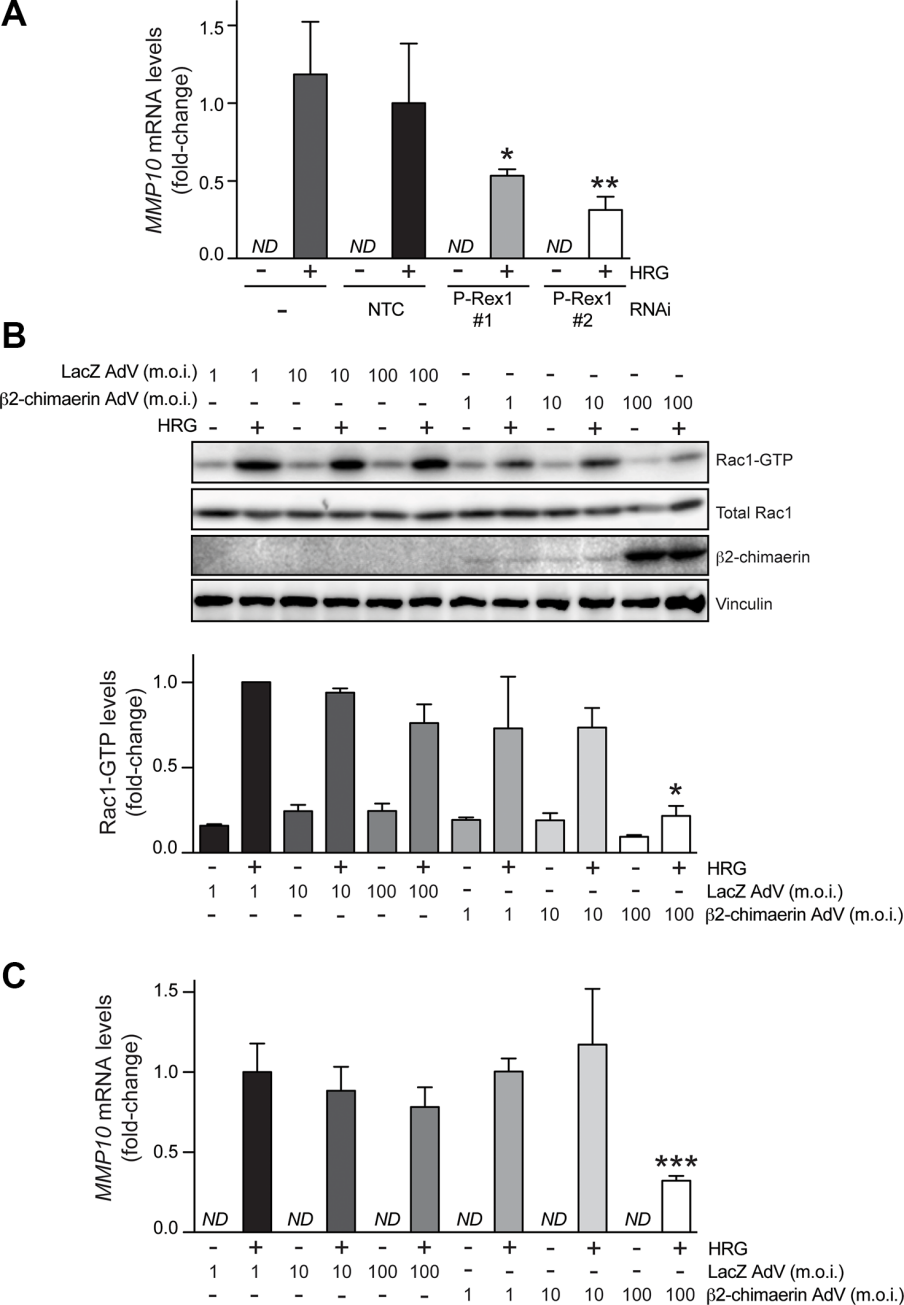
Induction of *MMP10* by HRG is mediated by P-Rex1 (**A**) T-47D cells were transfected with two different P-Rex1 RNAi duplexes (*P-Rex #1* and *P-Rex #2*), or a non-target control RNAi duplex (*NTC*). After 16 h, cells were serum starved for 48 h and stimulated with HRG (20 ng/ml) or vehicle for 6 h. *MMP10* mRNA levels were determined by qPCR. Expression was normalized to the housekeeping gene *B2M*. Data was expressed as fold-change relative to NTC, +HRG. The experiment was performed in triplicate samples. Similar results were obtained in two additional independent experiments. *p < 0.05; **p < 0.01 *vs.* NTC, +HRG. *ND*, non detectable. (**B**) Effect of β2-chimaerin on HRG-induced activation of Rac1. T-47D cells were serum starved for 48 h and then infected with AdVs for either β2-chimaerin or LacZ (control) using different m.o.i.'s (1–100 pfu/cell). After 16 h, cells were stimulated with either HRG (20 ng/ml) or vehicle for 5 min, and Rac1-GTP levels were determined using a pull-down assay. *Upper panel*, representative experiment. *Lower panel*, densitometric analysis of Rac1-GTP levels normalized to total Rac1. Data (mean ± S.E.M., *n* = 3) are expressed as fold-change relative to cells infected with LacZ AdV (m.o.i. = 1 pfu/cell), + HRG (*lower panel*). *p < 0.05 *vs.* LacZ AdV 100 m.o.i., +HRG. (**C**) *MMP10* mRNA levels were determined by qPCR in response to HRG (20 ng/ml) or vehicle treatment (6 h). Data was normalized to the housekeeping gene *B2M*, and expressed as fold-change relative to cells infected with LacZ AdV (m.o.i. = 1 pfu/cell), +HRG. The experiment was performed in triplicate samples. Similar results were obtained in two additional independent experiments. ***p < 0.005 *vs.* LacZ AdV 100 m.o.i. + HRG. *ND*, non detectable.

Next, we asked if the effects of P-Rex1 on gene expression are mediated by Rac. We reasoned that impairing the GDP/GTP nucleotide exchange should affect MMP10 induction by HRG. To test this hypothesis, we ectopically expressed β2-chimaerin, a Rac-specific GAP that accelerates GTP hydrolysis from Rac1 leading to its inactivation, as extensively demonstrated in cell-free systems and cell lines, including T-47D breast cancer cells [14, 45]. We infected T-47D cells with the β2-chimaerin adenovirus (AdV) at different multiplicities of infection (m.o.i. = 1–100 pfu/cell). As a control, we used a LacZ AdV [45]. Significant overexpression of β2-chimaerin was achieved, particularly at m.o.i. = 100 pfu/cell (Figure 4B). As expected, and in agreement with previous reports [14, 45], expression of β2-chimaerin inhibited Rac1 activation by HRG, as judged by the reduction in Rac1-GTP levels. At m.o.i. = 100 pfu/cell, which impaired Rac activation by 65 %, the β2-chimaerin AdV significantly inhibited MMP10 induction (60% reduction compared with LacZ AdV at the same m.o.i.) (Figure 4C). Therefore, consistent with the requirement of P-Rex1 for MMP10 induction, these results indicate that in breast cancer cells MMP10 expression is regulated by Rac1 activation. MMP10 could also be induced upon activation of the G-protein-coupled receptor CXCR4 with SDF-1, which also leads to Rac1 activation (Supplementary Figure S2).

### Correlation of MMP10 and P-Rex1 expression in human luminal breast cancer

In order to determine if potential associations between P-Rex1 and MMP10 exist in human breast cancer, we first performed a comparative analysis of *PREX1* and *MMP10* expression in paired breast carcinomas and normal tissue, using the TCGA (The Cancer Genome Atlas) breast cancer data obtained from the UCSC Xena resource (http://xena.ucsc.edu/). Consistent with our previous immunohistochemistry and bioinformatics analyses [15, 20], RNA-seq expression data revealed higher *PREX1* levels in luminal breast cancer specimens relative to normal samples from the same patients (*p* = 7.15e–11, *n* = 168) (Figure 5A). Similarly, *MMP10* levels are elevated in luminal breast tumors compared to their normal counterparts (*p* = 2.2e–16) (Figure 5B). Most notably, as shown in Figure 5C, there was a significant positive correlation between *PREX1* and *MMP10* levels in luminal breast cancer (*r* = 0.50; *p* < 0.0001). On the other hand, a similar analysis carried out in basal breast cancer specimens revealed that *PREX1* levels were not significantly different (*p* > 0.05, *n* = 36) between cancer and normal tissue (Figure 5D), which is consistent with our previous study [15, 20]. Likewise, expression of *MMP10* did not differ (*p* > 0.05) between basal cancer and normal samples (Figure 5E). As shown in Figure 5F, there was no correlation between *PREX1* and *MMP10* in basal breast cancer (*r* = 0.28; *p* > 0.05). Despite the low number of samples from HER2 positive patients available for this analysis, there were no obvious differences in the expression of *PREX1* (Figure 5G) and *MMP10* (Figure 5H) in this breast cancer subtype (*p* > 0.05, *n* = 18), nor a significant correlation between *PREX1* and *MMP10* expression could be found (*r* = 0.17; *p* > 0.05) (Figure 5I).

**Figure 5:**
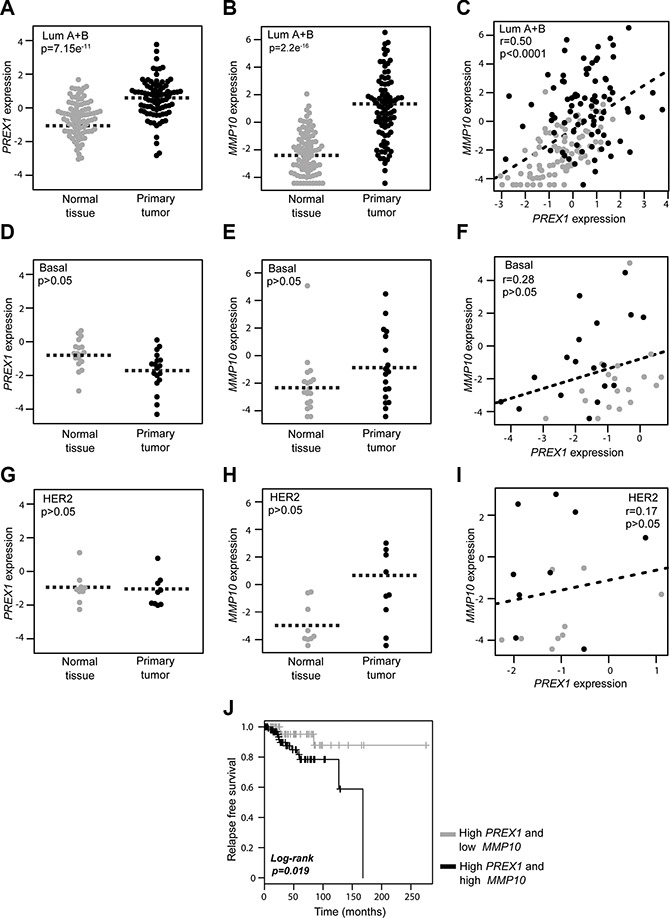
Expression of *PREX1* and *MMP10* in different breast cancer subtypes Comparison of *PREX1* and *MMP10* expression in paired breast carcinomas and normal tissues according to subtype was carried out using the TCGA breast cancer data obtained from the Xena resource. (**A**, **D**, and **G**) Expression of *PREX1* in luminal, basal, and HER2 positive breast cancer. (**B**, **E**, and **H**) Expression of *MMP10* in luminal, basal, and HER2 positive breast cancer. (**C**, **F**, and **I**) Correlation between *PREX1* and *MMP10* expression in luminal, basal, and HER2 positive breast cancer. (**J**) Kaplan-Meier curve analysis for P-Rex1 positive cases according to low and high *MMP10* expression.

Lastly, to add prognostic value to our studies, we asked if *MMP10* expression in patients could be linked to survival. Luminal A breast cancer patients with high *PREX1* levels from which follow-up data was available were divided into two groups, low *MMP10* and high *MMP10* levels, based on the median expression values. As shown in Figure 5J, Kaplan-Meier analysis revealed that the subgroup of patients with high *MMP10* expression was associated with shorter recurrence-free survival compared to those with low expression of the *MMP10* gene (*p* = 0.019). These data suggest that expression of *MMP10* in luminal tumors may greatly influence patient outcome, and that high *MMP10* levels are an indicator of poor long-term survival.

## DISCUSSION

Studies from our group and others reported that P-Rex1, a Rac-GEF originally discovered in neutrophils [16], is highly expressed in a subset of breast cancers, specifically in the luminal subtype, and that its expression is associated with the development of breast cancer metastasis [15, 19]. The link with metastasis is supported by the presence of P-Rex1 positive cancer cells in lymph nodes of breast cancer patients [15]. More recent studies highlighted important roles for P-Rex1 in invasiveness of prostate cancer and melanoma cells [46, 47]. Functional studies revealed that P-Rex1 plays essential roles in the control of actin cytoskeleton reorganization and breast cancer cell motility driven by activation of ErbB receptors. In this context, the relevance of ErbB tyrosine-kinase receptors in breast cancer is well established. Indeed, ErbB2 amplification is a hallmark of human breast cancer, and a number of ErbB ligands are highly expressed in breast tumors, including the EGFR ligand TGFα and the ErbB3/ErbB4 ligand HRG [21, 22, 24, 48, 49]. Both ErbB2 overexpression and ErbB3 activation by HRG have been linked to breast cancer metastasis [25]. The main goal of this study was to identify genes regulated by P-Rex1 in the context of HRG stimulation in breast cancer cells, with the ultimate goal of establishing effector pathways implicated in P-Rex1 function.

In this study, we first focused on the profiling analysis of genes regulated by HRG in breast cancer cells. As anticipated from the multiplicity of pathways activated by ErbB ligands, HRG stimulation of T-47D breast cancer cells led to marked changes in gene expression, both leading to up- and down-regulation. It is not surprising that HRG-regulated genes include many associated with extracellular matrix reorganization/degradation and cytokine function, which is consistent with the well-established roles of HRG in conferring an invasive and pro-metastatic phenotype. Pathway-based representation analysis using PARADIGM revealed the activation of pathways known to be associated with ErbB receptor function and breast cancer progression, such as ITGB6. The ITGB6 gene, coding for the integrin subunit β6, has been associated with metastasis to distant sites and poor prognosis in breast cancer patients, and targeting avβ6 integrin has been proposed as a novel therapeutic approach for treating high-risk and trastuzumab-resistant breast cancer patients [50]. A second interesting finding relates to the identification of the PRKCA (PKCα) pathway as a HRG effector. PKCα has been functionally associated with ErbB2, the main dimerization partner for ErbB3, and was found to be an essential mediator of ErbB2-driven breast cancer invasiveness [51, 52]. The PARADIGM analysis also identified the CXCR4 pathway as activated by HRG. In our previous study [15], we established that HRG-induced activation of P-Rex1/Rac1 and motility in luminal breast cancer cells is mediated by transactivation of CXCR4, a G-protein-coupled receptor widely associated with breast cancer cell metastatic dissemination. Indeed, HRG treatment promotes the phosphorylation and activation of CXCR4, leading to the release of Gbγ subunits from heterotrimeric Gi proteins that are required, in conjunction with PI3K stimulation, to activate P-Rex1/Rac1 and confer a motile response [17]. It is important to note that a previous microarray analysis by Amin *et al.* [28] characterized HRG-regulated genes in T-47D cells, although this study focused primarily on immediate early genes that in most cases do not overlap with our analysis. The differences may relate to the fact that our study involved a longer HRG treatment (6 h), as we aimed to recapitulate a chronic growth factor stimulation scenario that occurs in human breast tumors.

The identification of P-Rex1 regulated genes in breast cancer is also a notable finding. We identified a subset of 89 HRG-modulated genes sensitive to P-Rex1 RNAi depletion. Although functional studies to characterize the role of these specific genes in the HRG/P-Rex1 pathway are beyond the scope of the current study, the biofunctions associated with P-Rex1, which we identified through functional enrichment analysis, emphasize the relevance of the pathway in cell migration, regulation of chemotaxis, and extracellular matrix organization. Previous studies in neutrophils established that P-Rex1 serves as a regulator of chemotaxis in response to a variety of extracellular stimuli [53]. In addition, studies in various cancer cell lines, including breast cancer cells, established key roles for P-Rex1 in cell migration stimulated by growth factors such as HRG as well as GPCR ligands such as SDF-1, a chemokine that activates CXCR4 [15, 19, 54]. Silencing P-Rex1 from breast cancer cells impairs HRG-induced cytoskeleton reorganization and ruffle formation, processes that are key for cellular motility [15]. Emerging evidence in a number of cancer types indicates that P-Rex1 is involved in metastatic dissemination. The first evidence was found using prostate cancer cell xenografts, where expression of P-Rex1, but not a GEF dead P-Rex1 mutant, induced lymph node metastasis [46]. In addition, P-Rex1 knockout mice are resistant to metastasis when crossed to a murine model of melanoma [47]. Expression of P-Rex1 also promotes an invasive behavior in human fibroblasts [55]. The involvement of P-Rex1 in breast cancer invasiveness is still poorly understood, probably due to the limited availability of invasive luminal cellular models; nevertheless P-Rex1 expression has been associated with a higher probability of developing metastasis, and P-Rex1 positive cells can be readily detected in lymph nodes of breast cancer patients [15]. In this context, our microarray analysis identified a number of gene products associated with the remodeling of the extracellular matrix, among them MMP10. Although MMP10 has been less studied compared to other MMPs, its expression has been shown in human specimens of luminal A breast tumors [56]. Moreover, a role for MMP10 has been proposed in MCF-7 breast cancer cells via regulation of the BAD protein [40]. Interestingly, a recent study established that MMP10 contributes to hepatocarcinogenesis driven by CXCR4 stimulation [41]. Our results showing that SDF-1 activate Rac1 and induce MMP10 in breast cancer cells are in line with this finding. A role for MMP10 downstream of ErbB2 has been also demonstrated in pancreatic adenocarcinoma [42]. In addition, MMP10 has been implicated in lung cancer initiation driven by oncogenic K-Ras [44, 57]. Although the detailed mechanisms by which P-Rex1/Rac1 controls MMP10 expression are not known, we speculate that the effect may be mediated by the ERK pathway. Indeed, ERK has been shown to be a downstream effector of P-Rex1 in breast cancer cells and mediates MMP10 induction in other cell types [41, 58, 59]. Future studies in our laboratory are aimed at dissecting potential roles for MMP10 and other relevant genes identified in our analysis in breast cancer progression. It is also interesting that our Kaplan-Meier analysis revealed a shorter recurrence-free survival in high *PREX1* patients with high *MMP10* expression relative to those with low *MMP10* expression, indicating that *MMP10* expression can greatly influence patient outcome. The significant association between *PREX1* and *MMP10* expression in luminal tumors, together with the poor prognosis found in luminal breast cancer patients with high *PREX1* and *MMP10* expression, suggest a causal relationship with disease progression that deserves to be fully explored.

In summary, we identified the P-Rex1/Rac1 pathway as a regulator of the expression of genes in luminal breast cancer. One attractive possibility is that actin cytoskeleton reorganization, which is tightly regulated by P-Rex1/Rac1, contributes to the observed expression in genes. Indeed, there is extensive evidence that gene expression is tightly controlled by actin cytoskeleton dynamics [60]. Our studies emphasize the complexities of Rac-GEF effector mechanisms in cancer and suggest that phenotypes driven by this pathway may involve the regulation of genes implicated in various aspects of cell motility, invasiveness and extracellular matrix remodeling.

## MATERIALS AND METHODS

### Cell culture and reagents

T-47D and SK-BR3 cells were obtained from ATCC (Manassas, VA) and were grown in DMEM medium (Lonza; Basel, Switzerland) supplemented with 10% FBS (Hyclone; Logan, UT). Heregulin β1 and SDF-1 were obtained from R&D (Minneapolis, MN).

### RNAi transfection and adenoviral infection

For transient depletion of P-Rex1, we used ON-TARGETplus siRNAs J-010063-11 (#1) and J-010063-12 (#2), or siRNA pool L-010063-01-0005 (Dharmacon; Lafayette, CO). ON-TARGETplus non-targeting siRNA (D-001810-01) or non-targeting siRNA pool (D-001810-10) were used as controls (NTC). RNAi duplexes were transfected into T-47D cells using Lipofectamine RNAiMAX (Invitrogen; Carlsbad, CA) following the instructions provided by the manufacturer. After 16 h, cells were serum starved, and 48 h later subject to HRG treatment.

For adenoviral infections, T-47D cells were serum starved for 32 h, and then infected with different multiplicities of infections (m.o.i.) of either β2-chimaerin or LacZ (control) AdV, as in previous studies [45, 61]. Experiments were carried out 16 h after adenoviral infection.

### Rac1-GTP pull-down and Western blot assays

After serum starvation for 48 h, cells were stimulated with HRG (20 ng/ml) or SDF-1 (100 ng/ml) for 5 min. Rac1-GTP levels were determined with a pull-down assay using the p21-binding domain (PBD) of Pak1, as described previously [62]. Briefly, cells were lysed in a buffer containing 20 mM Tris-HCl, pH 7.4, 150μM NaCl, 5 mM MgCl_2_, 0.5% NP40, 5 mM β-glycerophosphate, 1 mM DTT, protease inhibitors, and 10 mg/ml GST-PBD. Lysates were cleared by centrifugation (10 min at 4°C, 13,000 × g) and incubated with glutathione-Sepharose 4B beads (GE Healthcare, Mickleton, NJ) for 45 min at 4°C. After centrifugation, the beads were washed twice with the pull-down buffer and run on SDS-PAGE gels.

For Western blot analysis, the following antibodies were used: anti-Rac1 (Upstate Biotechnology; Lake Placid, NY), anti-P-Rex1 and anti-vinculin (Sigma-Aldrich; St. Louis, MO). Bands were visualized by Enhanced Chemiluminescence (ECL). Images were captured using an Odyssey Fc system (Li-Cor Biosciences; Lincoln, NE). Image processing and densitometry analysis were carried out using the Image Studio Lite software (Li-Cor Biosciences).

### Microarray data processing, statistical and data mining analysis

For gene expression analysis, T-47D cells were serum starved and then stimulated with HRG (20 ng/ml) or vehicle (PBS) for 6 h in 60-mm plates. Three biological replicates for each experimental condition were used. For the analysis of P-Rex1-regulated genes, parental, NTC, P-Rex1#1 and P-Rex1#2 T-47D cells, with and without HRG treatment, were used (24 samples). Total RNA for each sample was obtained using the miRNeasy kit (Qiagen; Valencia, CA), reversed transcribed to cDNA (GeneChip^®^ Whole Transcript cDNA Synthesis and Amplification Kit, Affymetrix; Santa Clara, CA), fragmented, and end labeled (GeneChip^®^ WT Terminal Labelling Kit, Affymetrix) for further hybridization to an Affymetrix GeneChip Human Gene 1.0 ST Array (GPL6244) according to the standard protocols at the University of Pennsylvania Molecular Profiling Facility. RNA quality was analyzed using the Agilent Bioanalyzer Nano assay. We carried out QC and normalization procedures in R/Bioconductor using the “simpleaffy” package [63]. The Robust Multichip Average algorithm was employed for background adjustment, quantile normalization and probe set values summarization [64].

To compare T-47D parental (no RNAi) and NTC RNAi groups vs. P-Rex1 RNAi #1 and P-Rex1 RNAi #2, with and without HRG treatment, we utilized the Rank Products test [65]. Statistical analysis and heatmap visualization of differentially expressed transcripts were done with the MultiExperiment Viewer software (MeV 4.9) [66]. The complete microarray data are available in the Gene Expression Omnibus database (GSE77974). We used ClueGO and CluePedia Cytoscape's plug-in for functional enrichment analysis, network generation and visualization of the gene expression changes [67]. In addition, InnateDB resource (http://www.innatedb.com/) was employed for over representation analysis of GO terms based on the list of deregulated genes.

Pathway-based analysis was performed using the PARADIGM software [68] at the Five3 Genomics server (default options; discretization bounds of 33%) on the basis of the normalized gene expression profiles of the deregulated transcripts associated with HRG treatment in T-47D parental cells. PARADIGM produces a data matrix of integrated pathway activities (IPA). This data matrix was used in place of the mRNA expression profiles to identify the topmost variable IPAs among groups.

### Real-time quantitative PCR (qPCR)

Total RNA from cells was isolated using the RNeasy Mini Kit (Qiagen). One μg of total RNA was reverse transcribed to cDNA with the TaqMan Reverse Transcription Kit (Invitrogen). qPCR was performed in a ABI PRISM 7700 detection system using TaqMan Universal PCR MasterMix (Applied Biosystems, Branchburg, NJ), target primers (45 nM), fluorescent probe (12.5 nM) and the cDNA. TaqMan probes specific for *PREX1*, *MMP10* and the housekeeping gene *B2M* (used for normalization) were purchased from Applied Biosystems. PCR product formation was continuously monitored using the Sequence Detection System software version 1.7. Results were expressed as fold-change of the target gene by 2^−ΔΔCt^ and normalized to the NTC sample. All qPCR reactions were performed in triplicate. Every experiment was performed three times.

### *In silico* analysis of *PREX1* and *MMP10* expression in breast carcinomas

Comparative analysis of *PREX1* and *MMP10* mRNA expression in human breast samples was done in paired breast carcinomas and normal tissue, using the TCGA breast cancer data obtained from the UCSC Xena resource (http://xena.ucsc.edu/). *PREX1* and *MMP10* RNA-seq expression profiles were compared in normal and tumor sample using a paired *t*-test. Correlation analysis between both genes among normal and breast cancer samples was done with a Pearson's test.

Prognostic value of *PREX1* and *MMP10* profiles was evaluated in a subset of breast cancer patients with follow-up data. Patients with primary invasive breast carcinomas were divided into two groups (high *PREX1*/low *MMP10* and high *PREX1*/high *MMP10*) based on the median gene expression values. These groups were then compared for recurrence free survival using the Survival R package.

### Additional statistical analysis

Statistical analysis of qPCR data (−ΔΔC_t_ values) and densitometry data from Rac1-GTP pull-down assays were done by ANOVA and Bonferroni's multiple comparison tests, using the GraphPad Prism software.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

# Supplementary material for: Characterization of a P-Rex1 gene signature in breast cancer cells
**Source:** Oncotarget. 2016 Jun 24;7(32):51335–48. doi: 10.18632/oncotarget.10285
**Supplement:** Supplementary file 1

## Characterization of a P-Rex1 gene signature in breast cancer cells

### Supplementary Materials

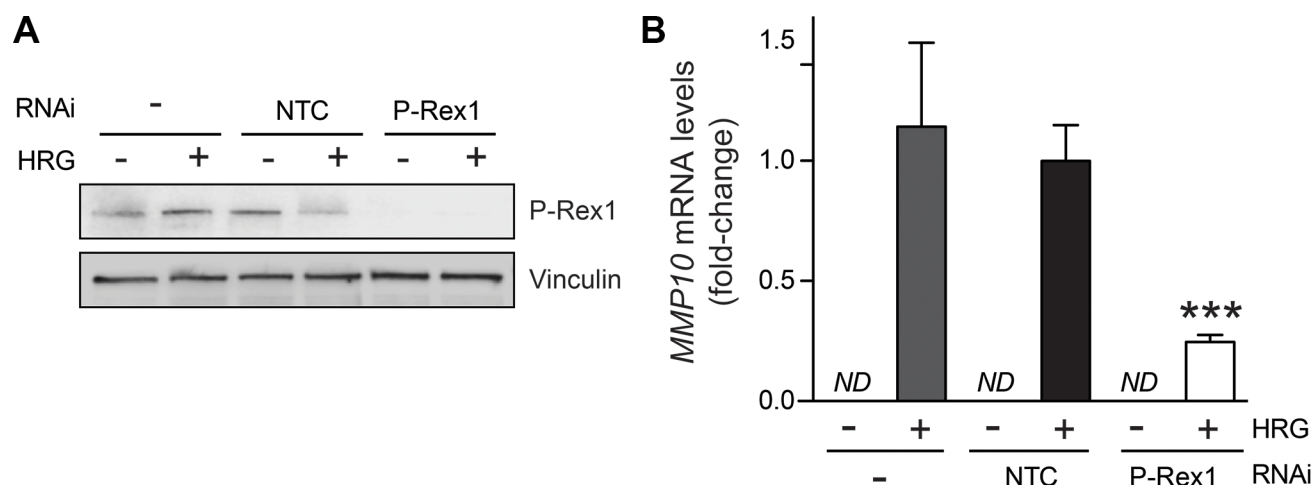

**Supplementary Figure S1: Effect of P-Rex1 RNAi on *MMP10* induction in SK-BR3 cells.** SK-BR3 cells were transfected with a P-Rex1 RNAi pool (Dharmacon) or a non-target control RNAi pool (NTC). After 16 h, cells were serum starved for 24 h and stimulated with HRG (20 ng/ml) or vehicle for 6 h. (A) P-Rex1 depletion as determined by Western blot. (B) Determination of *MMP10* mRNA levels by qPCR. Expression was normalized to the housekeeping gene *B2M*. Data was expressed as fold-change relative to NTC. The experiment was performed in triplicate samples. Similar results were obtained in two additional independent experiments. \*\*\* $p < 0.005$ .

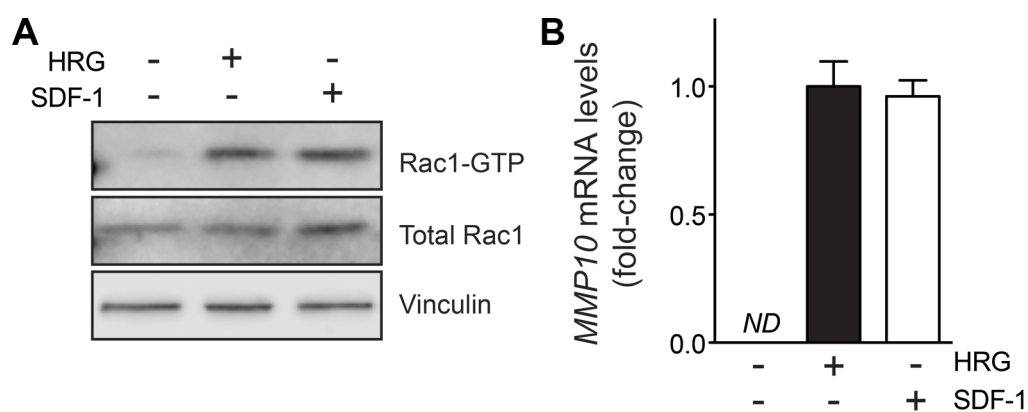

**Supplementary Figure S2: SDF-1 induces *MMP10* in T-47D cells.** (A) T-47D cells were serum starved for 24 h and stimulated with HRG (20 ng/ml), SDF-1 (100 ng/ml) or vehicle for 5 min. Rac1-GTP levels were determined using a pull-down assay. Similar results were obtained in two additional independent experiments. (B) Determination of *MMP10* mRNA levels by qPCR after 6 h stimulation with HRG, SDF-1 or vehicle. Expression was normalized to the housekeeping gene *B2M*. Data was expressed as fold-change relative to the HRG response. The experiment was performed in triplicate samples. Similar results were obtained in two additional independent experiments. ND, non detectable.

**Supplementary Table S1: List of genes regulated by HRG in T-47D cells.** The corresponding changes in gene expression are shown ( $p$ -values  $< 0.005$ , FC  $> 0.5$ ). See Supplementary\_Table\_S1

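Table S1 lists each HRG-regulated probe set with the log2 values of the 6 parental arrays and its fold change. Of the rows used here, 637 have a positive and 538 a negative fold change, and they name 613 and 516 distinct symbols. The values of its parental arrays equal the deposited log2 RMA values, with a largest difference of 0. The smallest absolute fold change in it is 1.495.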

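Table S2 gives for each of its 89 probe sets the fold change by HRG in the controls (FC1, NTC and parental cells together) and in the silenced cells (FC2, both duplexes together), with their difference as a percentage. Of these, 83 were among the probe sets tested here, and all 83 had a weaker HRG effect in the silenced cells. The interaction passed an adjusted p under 0.05 for #1 in 35 and for #2 in 71 of them (limma), and for both duplexes in 35. By the definition used for the counts of P-Rex1-sensitive probe sets here, 73 were called, 44 raised and 29 lowered by HRG. With each duplex set against each control at an unadjusted p under 0.05, 52 were called. When only the arrays with HRG were compared in that way, 59 were called. The table was selected on these same arrays, so these counts are not independent of it.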

**Supplementary Table S2: List of genes regulated by P-Rex1 in T-47D cells.** P-Rex1-regulated genes were defined as those in which both P-Rex1 RNAi duplexes (#1 and #2) caused a statistically significant change ( $p < 0.05$ ) in gene expression compared to NTC. The percentage of inhibition relative to the induction/repression caused by HRG treatment is shown. 

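The percentage of inhibition is 100 × (1 - FC2/FC1), where both fold changes are taken as sizes above 1. Recomputed from the deposited values for 83 of the 89 probe sets, it differed from the table by at most 0.0048 percentage points. Taken for each duplex, its median over these probe sets was 29% with #1 and 45.5% with #2, and it was larger with #2 for 77 of 83.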

See Supplementary\_Table\_S2

How the deposited data were processed for this re-analysis (not part of the article)

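Gene expression was measured on 24 Affymetrix Human Gene 1.0 ST arrays of T-47D cells, 3 biological replicates in each of 8 groups: parental cells, NTC cells and cells with P-Rex1 RNAi #1 or #2, each treated with vehicle or with HRG at 20 ng/ml for 6 h. RNAi cells were starved from 16 h after transfection for 48 h, and the paper's text does not give the starvation time of the parental cells. The values deposited by the authors are log2 expression values of 28536 probe sets, normalized by the authors with RMA in simpleaffy, whose version is not given in the sources used here. Each array column was matched to its sample by name, and columns not used numbered 0. Array medians lay between 6.04 and 6.18. The values of the 6 parental arrays equal those of Table S1. Arrays carry no counts, so their number limits the precision, and dim probe sets are compressed toward the background.

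The platform annotation pairs 19292 probe sets with 1 symbol, 1750 with several and leaves 7494 without one here. The 21042 probe sets with a symbol were tested, and genes are named from probe sets with a single symbol, apart from the probe set the paper lists as GBP1. No genome build comes with this annotation, and no coordinates were used. Where Table S1 or S2 gives a probe set for a gene, that one was used, and otherwise the brightest of its single-symbol probe sets. Both tables were selected on these same arrays. For genes with several probe sets, such as ESR1, this rule can favour the changed one in the list counts and list tests.

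All 24 arrays entered 1 linear model in limma 3.58.1 (R 4.3.3, statmod 1.5.0) with a mean per group, and p-values were adjusted by Benjamini-Hochberg. A probe set was called at an adjusted p under 0.05 and a fold change over 1.5. P-Rex1-sensitive probe sets were those regulated by HRG in the mean of parental and NTC cells whose interaction between HRG and silencing had an adjusted p under 0.05, with both duplexes in the same direction. Single values were compared by exact permutation tests (Python 3.11.15, scipy 1.17.1). Gene lists were tested with camera at its preset correlation, again with an estimated correlation, and with fry, and with Fisher's exact test among the HRG-regulated genes. In parental cells, of the lists with a camera call, the SRF/MRTF list alone held with an estimated correlation, and in the interaction over both duplexes together the SRF/MRTF and YAP/TEAD lists did. Neither held in the interaction with #1 alone (camera adjusted p = 0.0533 and 0.229 with an estimated correlation). The lists cover ECM organization, matrix metalloproteinases, NF-kappa B and TNF targets, ERK feedback, SRF/MRTF, YAP/TEAD, interferon, FOXO, estrogen receptor, basal keratinocyte, cell cycle, cholesterol, circadian clock, prostaglandin, ErbB, APOBEC3, CXCR4, Rac, chemotaxis, p53, unfolded protein response and heat shock genes, markers of fibroblasts, leukocytes and endothelial cells, and ribosomal proteins.

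The sample groups, tests, gene lists, the rule for named genes and most alternatives were fixed before the data were examined. That rule names every gene of the paper's array results, whose values had been seen in its tables, the 10 largest rises and falls of each comparison among called probe sets that changed the same way in every pair of replicate numbers, and up to 4 members of each list. Alternatives comprised the replicate number as a block, no dim probe sets (lowest 25%), all probe sets, other variance models and thresholds, the Rank Products test, other definitions of P-Rex1 sensitivity and each array left out in turn. On simulated arrays with 100 changed probe sets among 21042, the test of P-Rex1 RNAi without HRG recovered 100 at 2-fold and 100 at 3-fold with 0 false calls, and Rank Products, run for HRG in parental cells, recovered 100 at each of these sizes with 5 false calls. The first principal component held 45.9% of the variance and the second 11.6%, and 4 arrays stood apart on the second (parental vehicle 3, NTC HRG 3, P-Rex1 RNAi #1 vehicle 2 and P-Rex1 RNAi #2 HRG 3). Plots were drawn with matplotlib 3.10.9. ClueGO, InnateDB and PARADIGM were not rerun, and the quantitative PCR, Western blot, Rac1 and tumor data were not analysed here.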

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

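The tests of explanations for the patterns, the counts for each duplex alone without HRG and the splits of the arrays for the #1, #2, between-duplex and NTC against parental HRG responses were chosen after the result was seen, and the other counts and splits were planned.

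The HRG response differed between the 2 P-Rex1 RNAi duplexes in 14 probe sets at an adjusted p under 0.05 with no fold threshold (limma), a difference between groups, and all 14 were lower with #2, 13 of them by over 1.5-fold. They include MMP1 (log2 difference -1.27, standard error 0.16), MAP1B (-1.23), LMO7 (-0.75) and CNN1 (-0.74). With 1 array left out the count lay between 1 and 18. It was 1 without P-Rex1 RNAi #1 HRG replicate 3, 5 without #1 vehicle replicate 2 or #1 HRG replicate 2, 7 without #2 vehicle replicate 1 or #2 HRG replicate 2, and 9 without #2 vehicle replicate 3 or #2 HRG replicate 3. In cells without HRG, a comparison the paper does not report, 7 probe sets were lower with both duplexes together, those of PREX1, CDC20B, LRRC31, LMO3, IFI6, ATP13A2 and LUM. ATP13A2 had -1.27 with #2 and -0.08 with #1, and LUM -1.29 and -0.05. The call of IFI6 (log2 difference -0.73, adjusted p = 0.0326 from limma) was lost over all probe sets and without any 1 of parental vehicle replicates 2 and 3, NTC vehicle replicates 1 and 3, P-Rex1 RNAi #1 vehicle replicates 1 and 2 or P-Rex1 RNAi #2 vehicle replicates 1 and 2, with values from -0.64 to -0.72. With #2 alone 35 probe sets were lower without HRG, among them ITGB6 at -0.84, and 3 higher, against 6 lower with #1. PREX1, the target, CDC20B and LRRC31 were lower with each duplex, against the same control arrays. PREX1 itself was lower with HRG in parental and NTC cells together, by a log2 value of -1.01 (standard error 0.05), a change the paper does not discuss.

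Over all HRG-regulated probe sets together the HRG response was weaker with #2 than with #1, but for those lowered by HRG a difference between the duplexes was not shown (median 0.08, adjusted p = 0.242 from camera with an estimated correlation). Arrays that stand apart on the second principal component are argued against, because without them the slope with #1 still exceeded that with #2 by 0.246. With HRG, PREX1 transcript was 0.20 higher with #2 than with #1 (log2, standard error 0.075), so its level in that condition was not lower. HRG itself lowers PREX1, by -0.46 with #1 and -0.27 with #2, and a weaker response could give the same. The level with HRG therefore cannot decide whether less transcript left explains the weaker response. Without HRG, a comparison chosen after those values were seen, the difference was 0.007 (standard error 0.075). Against the controls PREX1 was at -1.52 with #1 and -1.51 with #2. Less PREX1 transcript with #2 before HRG was therefore not seen. A difference within the standard error cannot be excluded, and protein was not analysed here. Without HRG the HRG receptors ERBB3 and ERBB4 were at -0.15 (standard error 0.06, adjusted p = 0.189 from limma) and -0.24 (standard error 0.065, adjusted p = 0.0563) with #2 against #1. Against the controls ERBB4 was at -0.28 for the mean of both duplexes (adjusted p = 0.00171). It was at -0.39 with #2 (adjusted p = 0.000186) and at -0.16 with #1, which did not pass (adjusted p = 0.238). Less receptor transcript may therefore contribute, as a hypothesis, beside effects of either duplex on other transcripts. Without HRG, VAV2 of the Rac pathway list was at -0.59 with #2 (adjusted p = 0.000224 from limma) and -0.09 with #1. DIAPH1 was at -0.59 with #2 (adjusted p = 2.25e-07) and 0.015 with #1. Conversely, MESD and CD164 were at -0.68 and -0.66 with #1, and at 0.008 and -0.04 with #2. Whether any of these changes contributes was not tested.

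The HRG response was weakened in most HRG-regulated probe sets after P-Rex1 RNAi. A falling back of probe sets picked for a large HRG effect in parental cells is argued against by the slope of 0.986 in NTC cells. An even loss in all probe sets is argued against too, since 114 of 1114 probe sets left the common slope with #2 and 60 with #1, against at most 3 and 1 in 20 simulations of an even loss. With both duplexes 18 were weakened more and 17 less than the common slope, and none in opposite ways. A biological loss of HRG signalling through P-Rex1 is a hypothesis that these arrays leave open beside effects of the duplexes on other transcripts.

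The median HRG effect of all probe sets in the controls was 0.0019. RMA brings all arrays to a common distribution and so holds this median nearly fixed. In these normalized values PREX1 had a log2 change of -1.01, while 547 probe sets were higher and 567 lower in the controls. This argues against a shift of all probe sets in the normalized values as the source of its fall. Whether all transcripts changed before normalization cannot be decided, because RMA would remove such a change. The fall of PREX1 did not rest on 1 array, since the lowest control array without HRG lay 0.72 above the highest with HRG. A lowering of PREX1 transcript by HRG in these cells may be biological, as a hypothesis found and tested on the same arrays.

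Other splits of the arrays were counted for each comparison. The 460 P-Rex1-sensitive probe sets exceeded all other splits, of which the highest gave 15, so that 1 of 100 splits, the real one, called as many and chance can be excluded. For the 7 probe sets lower without HRG the highest other split gave 3, again 1 of 100, so chance can be excluded for the count. The count includes PREX1, the target of the duplexes, and ATP13A2 and LUM, which passed with #2 but not with #1. It cannot decide about single members such as IFI6. The 10 splits of 3 against 3 arrays are too few for a share under 0.05. There the real counts of HRG-regulated probe sets were 1108 in parental, 1264 in NTC, 773 in #1 and 364 in #2 cells with 0 as the highest other, and NTC against parental gave 0 with 0 as the highest other, so that all 10 splits called as many. For the HRG response of NTC against parental, with 0 called by limma and 1727 at an unadjusted p under 0.05, all 100 splits called as many and the highest other gave 6. For both comparisons of NTC with parental this was fixed in advance, since no split can call fewer than 0. These splits therefore say nothing about chance. For the 14 probe sets between duplexes, 17 of 100 splits called as many, the real one included, and the highest gave 454. Of the 14 splits that kept the HRG arrays of each duplex together, 13 were among these 17. In such splits the HRG arrays still differ by duplex, so they cannot stand for chance. The rest of the 17 mixed the HRG arrays of the duplexes, and the highest of them gave 169, so chance is not excluded.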

How the results depend on the processing

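The array weights, the 4 arrays left out together, Rank Products over all probe sets and the interaction at an adjusted p under 0.001 were chosen after the data were seen. Among named genes and gene lists, 8382 alternative results kept direction and side of the threshold, 135 lost and 80 gained a call, and 1 reversed, the circadian clock list in parental cells by fry with the replicate block (adjusted p = 0.0153). The replicate numbers were not taken as pairs, since only 9 of 12 pairs of HRG and vehicle arrays correlated above 0.1 and no source used here says that a number marks a shared batch or day, with a mean of 0.164 for same and -0.082 for different numbers. As a hint from the data, 10 of 12 HRG arrays correlated best with the vehicle array of their own number, and in all 4 groups the HRG array numbered 1 had the smallest and that numbered 3 the largest response. With the replicate block 349 lowered probe sets were weakened and 33 differed between duplexes. With only the arrays of the groups compared, and with an unadjusted p under 0.005, NTC against parental gave 2 each. By treat against 1.5-fold, a stricter test by construction, HRG raised and lowered 203 and 97 in parental, 208 and 140 in NTC, 124 and 25 in #1 and 31 and 12 in #2 cells, and 1 was lower with RNAi without HRG. The count of raised, lowered and strengthened P-Rex1-sensitive probe sets was 105, 146 and 0 with each duplex set against each control at an unadjusted p under 0.05, 60, 15 and 0 with a 1.5-fold interaction, 76, 34 and 0 with an interaction at an adjusted p under 0.001, and 41, 8 and 0 with both. With HRG arrays alone 121 were lowered and 2 strengthened, adjusted over the HRG-regulated probe sets 387 and 4, and with NTC alone as control 0 were strengthened. The slope of #1 on NTC was 0.724. Without the 4 arrays 6 probe sets differed between duplexes, and with array weights 2 were strengthened and 13 lower without HRG. With an estimated correlation the lists had adjusted p = 0.224 (ECM), 0.4 (metalloproteinases) and 0.191 (NF-kappa B) for HRG, and 0.0927 (ECM) and 0.287 (chemotaxis) for the interaction. With 1 array left out, 1 to 2 were strengthened and 1 to 18 differed between duplexes: 1 without P-Rex1 RNAi #1 HRG replicate 3, 5 without #1 vehicle replicate 2 or HRG replicate 2, 7 without #2 vehicle replicate 1 or HRG replicate 2 and 9 without #2 vehicle replicate 3 or HRG replicate 3. Slopes with 1 array left out ranged from 0.952 to 1.007 in NTC, 0.751 to 0.813 in #1 and 0.543 to 0.582 in #2. The cause of other changes was not tested. Signal over background limits the fold changes of dim probe sets such as MMP1.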

Differences from the paper's values

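The paper reports 89 P-Rex1-sensitive probe sets, 50 with reduced induction and 39 with reduced repression, where 460, 229 and 231 were called here by an interaction at an adjusted p under 0.05. The legend of Table S2 gives a p under 0.05 for each duplex and does not say whether it is adjusted, and the legend of Fig. 2C, the heatmap of these genes, gives a q under 0.001 and a fold change over 1.5. Of the alternatives set before the data were examined, an added interaction fold over 1.5 gave 75 in all and 60 raised, not different from the paper's 89 and 50 by the 1.5-fold margin, but 15 lowered, which differs from 39. This setting did not call 31 of the 83 probe sets of Table S2 tested here. The other alternatives differ for all 3 counts: in all 627 with the replicate block, 478 without dim probe sets, 442 over all probe sets, 486 with another variance model, 400 with NTC alone, 251 with each duplex set against each control at an unadjusted p under 0.05, 301 with HRG arrays alone, 706 adjusted over the HRG-regulated probe sets and 386 to 500 with 1 array left out. Chosen after the values were seen, an interaction at an adjusted p under 0.001 gave 110 in all and 34 lowered, not different from the paper's 89 and 39 by that margin, but 76 raised, which differs from 50, and it did not call 40 of the 83 probe sets of Table S2 tested here. With a fold over 1.5 as well it gave 49, 41 and 8, of which 41 alone does not differ, and did not call 48 of the 83. The legend of Table S2 names NTC alone as the comparison, and the text names NTC and parental cells. The paper's Methods name the Rank Products test for comparing silenced with control cells. That test was not run here for this count, so its part in the difference is not known.

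The paper's text gives 516 genes up-regulated and 614 down-regulated by HRG. Table S1 as used here holds 613 distinct symbols with a positive and 516 with a negative fold change, the opposite order, and 547 and 471 genes were higher and lower here. The legend of Table S1 gives the fold threshold as 0.5, and the smallest absolute fold change in it is 1.495. Of the p-values printed in Table S2, 8 are above 1, which a p-value cannot be, and 4 lie between 0.05 and 1.

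Among the genes with the most reduced repression, LRRN3, CASP9 and PREX1 ranked among the 10 largest here and are not in Fig. 3B, which instead lists LRRK2, HEY2 and a further gene whose probe set has no symbol in the annotation used here and was not among those tested. HEY2 was called here with 34.1% inhibition. The call of LRRK2 (34.3%, adjusted p = 0.0476 from limma) was lost over all probe sets.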

Other observations

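In this part the comparison of P-Rex1-sensitive genes across gene lists was planned, and the focus on the lists named was chosen after their results were seen.

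Among the gene lists, those of the actin cytoskeleton and of DNA replication held more P-Rex1-sensitive genes than random draws. Of 15 SRF/MRTF genes regulated by HRG in the controls, 13 were P-Rex1-sensitive, against 6.2 for random draws, and 8 of 8 G1/S genes were, against 3.3 (Fisher's exact test, two-sided, adjusted p = 0.0117 for each). Of 19 ERK feedback genes 3 were, against 7.9 (adjusted p = 0.285). In the interaction 14 of 37 SRF/MRTF genes were lower and none higher (18 and 1 adjusted over the list alone), camera adjusted p = 0.00199 with an estimated correlation, and 4 of 22 YAP/TEAD targets were lower (8 lower and 1 higher adjusted over the list alone), adjusted p = 0.0228 with an estimated correlation. Neither list passed this camera test with #1 alone (adjusted p = 0.0533 for SRF/MRTF and 0.229 for YAP/TEAD). Both passed it with #2 alone (adjusted p = 0.000369 and 0.00557). Of the G1/S genes 18 were higher (30 adjusted over the list alone), adjusted p = 0.0753 with an estimated correlation. Of the basal keratinocyte genes 7 were lower and of the NF-kappa B and TNF targets 10 (11 and 15 adjusted over the list alone), adjusted p = 0.0753 and 0.0787 with an estimated correlation.

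HRG also changed genes of its own receptor family. Of 22 ErbB ligands, receptors and regulators 4 were higher and 5 lower in parental cells. The ligands EPGN and HBEGF rose 3.95-fold and 2.39-fold, the feedback inhibitor ERRFI1 2.01-fold, and LRIG1, a negative regulator of ErbB receptors, had a log2 fold change of -1.21. The receptors ERBB3 and ERBB4 had -0.77 and -0.70. Of 27 prostaglandin genes 4 were higher and 1 lower, with the receptor PTGER2 at 3.86-fold, and adjusted p = 0.194 with an estimated correlation. Of 39 Rac pathway genes 3 were higher and 3 lower, among them SRGAP1 (2.63-fold) and DOCK5 (2.17-fold) higher and ARHGEF6 (-1.04) lower. Of 56 chemotaxis genes 10 were higher and 5 lower. Of 22 YAP/TEAD targets 4 were higher and 1 lower, and of 48 interferon-stimulated genes 5 were higher and 2 lower. Of 19 circadian clock genes 2 were higher and 2 lower, and of 22 p53 targets 4 were higher and 2 lower. Of 23 cholesterol synthesis genes 1 was higher, ELOVL6 (log2 fold change 0.62), which did not pass without parental HRG replicate 3. All these counts were the same adjusted over the list alone.

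No gene of the unfolded protein response (21), heat shock (13), endothelial marker (8) or ribosomal protein (20) lists was called with HRG in parental cells by limma, and at an adjusted p under 0.05 without the fold threshold 8 and 3, 6 and 0, 1 and 0, and 1 and 1 were higher and lower. In NTC cells 2 heat shock genes were higher. Of 10 fibroblast markers LUM was higher in parental cells (1.80-fold). In NTC cells none passed both thresholds, and 2 were higher at an adjusted p under 0.05 without the fold threshold. Of 10 leukocyte markers CD68 was higher in parental cells (1.64-fold), and 1 leukocyte marker was higher in NTC cells. Without HRG, P-Rex1 RNAi cells had a median log2 difference of -0.18 over the interferon-stimulated genes (camera adjusted p = 1.3e-15, but adjusted p = 0.328 with an estimated correlation, and 0.0237 by fry), with 1 of 48 lower (2 adjusted over the list alone). The effects of the duplexes without HRG correlated across genes with r = 0.343 on shared controls, where simulated unchanged groups gave 0.332, and with 0.199 and 0.084 on split controls. For the HRG response r was 0.609 against a simulated 0.336, and 0.455 and 0.246 on split controls. The covariance was 0.00395 against 0.00211 without HRG and 0.0168 against 0.00428 for the HRG response. Genes are not independent replicates in these correlations.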
